# Cytokine and Nitric Oxide-Dependent Gene Regulation in Islet Endocrine and Nonendocrine Cells

**DOI:** 10.1093/function/zqab063

**Published:** 2021-12-01

**Authors:** Jennifer S Stancill, Moujtaba Y Kasmani, Achia Khatun, Weiguo Cui, John A Corbett

**Keywords:** beta-cells, cytokines, inflammation, islets, pancreas, single-cell RNA-seq

## Abstract

While exposure to inflammatory cytokines is thought to contribute to pancreatic β-cell damage during diabetes, primarily because cytokine-induced nitric oxide impairs β-cell function and causes cell death with prolonged exposure, we hypothesize that there is a physiological role for cytokine signaling that protects β-cells from a number of environmental stresses. This hypothesis is derived from the knowledge that β-cells are essential for survival even though they have a limited capacity to replicate, yet they are exposed to high cytokine levels during infection as most of the pancreatic blood flow is directed to islets. Here, mouse islets were subjected to single-cell RNA sequencing following 18-h cytokine exposure. Treatment with IL-1β and IFN-γ stimulates expression of inducible nitric oxide synthase (iNOS) mRNA and antiviral and immune-associated genes as well as repression of islet identity factors in a subset of β- and non-β-endocrine cells in a nitric oxide-independent manner. Nitric oxide-dependent expression of genes encoding heat shock proteins was observed in both β- and non-β-endocrine cells. Interestingly, cells with high expression of heat shock proteins failed to increase antiviral and immune-associated gene expression, suggesting that nitric oxide may be an internal “off switch” to prevent the negative effects of prolonged cytokine signaling in islet endocrine cells. We found no evidence for pro-apoptotic gene expression following 18-h cytokine exposure. Our findings suggest that the primary functions of cytokines and nitric oxide are to protect islet endocrine cells from damage, and only when regulation of cytokine signaling is lost does irreversible damage occur.

## Introduction

Responsible for synthesis and secretion of insulin in response to a glucose challenge, pancreatic β-cells are essential for survival. Type 1 diabetes (T1D) is an autoimmune disease caused by selective immune-mediated destruction of β-cells, requiring lifelong insulin therapy. While β-cell death in this disease is primarily T-cell dependent ^1–3^, macrophages and T-lymphocytes produce inflammatory cytokines, like interleukin-1 beta (IL-1β) and interferon-gamma (IFN-γ) ^4,5^, which impair β-cell function and induce β-cell death following *ex vivo* treatment and may contribute to disease progression. Specifically, IL-1β inhibits oxidative phosphorylation and insulin secretion and causes ER stress and DNA damage ^6,7^. IL-1β drives nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) translocation to the nucleus, which is required for the expression of *Nos2*, the gene encoding inducible nitric oxide synthase (iNOS), and other inflammatory genes ^8–11^. IFN-γ stimulates JAK (Janus kinase)-STAT (signal transducers and activators of transcription) pathways and interferon regulatory factor (IRF)-1 expression and is responsible for the induction of many antiviral genes that limit viral replication ^12–14^. IFN-γ also increases the sensitivity of islets to IL-1β by stabilizing *Nos2* mRNA ^15^. The combination of the two cytokines is required for detectable nitrite formation in mouse and human β-cells ^15,16^. Nitric oxide, generated by iNOS and produced at micromolar levels in β-cells, has been shown to mediate the damaging effects of cytokines ^16–22^.

While IL-1β is thought to solely damage β-cells, recent studies support an alternative primary role of IL-1β and nitric oxide in the protection of β-cells. The expression of a number of antiviral and other protective genes is increased in β-cells following acute (6 h) exposure to the combination of IL-1β and IFN-γ, and a subset of these protective genes is stimulated by IL-1β alone ^23^. Furthermore, nitric oxide protects β-cells from apoptosis and viral infection in a manner that is associated with its ability to inhibit mitochondrial oxidation and deplete cellular energy ^24–26^. Importantly, the inhibitory effects of IL-1β on insulin secretion and DNA damage are reversible ^27,28^, and only after prolonged exposure to the cytokine are the damaging actions permanent ^29,30^. These studies suggest that there are physiological roles for IL-1β signaling in β-cells that are characterized by the expression of protective genes followed by temporary inhibition of mitochondrial oxidation by nitric oxide as a means to protect against environmental threats such as viral or bacterial infection^31^.

Although β-cells make up the majority of the islet (∼70%), other endocrine cells types, like glucagon-secreting α-cells, somatostatin-secreting δ-cells, and pancreatic polypeptide-secreting PP-cells, as well as non-endocrine cell types, like endothelial cells and macrophages, also reside there ^32,33^. The responses of islets to cytokines have been attributed to signaling in β-cells while the responses of other cell types have largely been ignored. This is likely due to the small numbers in which these populations exist and the challenges in isolating these cell types. Additionally, β-cells are thought to be the only islet endocrine cell type that produces nitric oxide following IL-1β exposure, suggesting that non-β endocrine cells may not respond to the cytokine ^22,34,35^. A single-cell approach accommodates the capture and sequencing of multiple cell types within the islet without the need for purification of individual subtypes that is challenging with rare cell populations. This approach allowed us to demonstrate that all islet endocrine cells respond to acute cytokine exposure by increasing *Nos2* and other inflammatory genes, by increasing antiviral and other protective genes, and by decreasing expression of identity genes ^23^. In this first report ^23^, a short cytokine treatment (6 h) was used to examine nitric oxide-independent gene expression. In the current report, we have focused our efforts on nitric oxide-dependent gene expression that occurs in response to a cytokine treatment for a duration at which the actions of cytokines are reversible (18 h).

Here, we utilized single-cell RNA sequencing (scRNA-seq) to determine the cell type-specific effects of nitric oxide signaling in islets and to characterize the heterogeneity of the responses. After exposing isolated mouse islets for 18 h to IL-1β and IFN-γ with or without the nitric oxide synthase (NOS) inhibitor N^G^-Monomethyl-l-arginine (NMMA), we captured and sequenced transcriptomes from over 8000 single cells. Similar to our acute cytokine study, antiviral and other immune-associated genes were increased and identity genes were decreased in all islet endocrine cell types following 18 h cytokine stimulation. The regulation of these genes appeared to be primarily nitric oxide-independent, as addition of NMMA did not attenuate the changes induced by cytokine treatment. We also observed a number of nitric oxide-dependent changes, including increased expression of genes encoding ribosomal proteins, proteins involved in stress responses, and proteins involved in protein biosynthesis. Additionally, we identified iNOS mRNA and protein expression in non-β endocrine cells and nitric oxide-dependent changes in mRNA accumulation that were similar to those observed in β-cells. Finally, cytokine non-responsive cells (those that did not increase *Nos2* or other immune-associated genes) were enriched for heat shock proteins and other chaperones, suggesting induction of a stress response. Our results show that islet responses to cytokines are not unique to β-cells but are similar throughout the entire endocrine population of the islet. Taken together with observations that nitric oxide protects β-cells from apoptosis and viral infection ^24–26^, the studies described here support a model in which a primary function of cytokine signaling in islets is to protect endocrine cells from damage.

## Materials and Methods

### Materials and Animals

Male C57BL6/J mice were obtained from Jackson Laboratories (Bar Harbor, ME) and housed in the Biomedical Resource Center at MCW. All animal use and experimental procedures were approved by the Institutional Animal Care and Use Committees at the Medical College of Wisconsin. Connaught Medical Research Laboratories (CMRL) 1066 medium, Hank's Balanced Salt Solution (HBSS), HEPES, sodium pyruvate, L-glutamine, penicillin, and streptomycin were purchased from ThermoFisher Scientific (Waltham, MA). Fetal bovine serum (FBS) is from HyClone (Logan, UT). Human recombinant IL-1β and mouse IFN-γ were obtained from PeproTech (Rocky Hill, NJ). N^G^-Monomethyl-l-arginine is from Enzo Life Sciences (Farmingdale, NY).

### Islet Isolation, Culture, and Treatment

Pancreatic islets from male C57BL6/J mice, 12–16-weeks-old, were isolated by collagenase digestion and were cultured at 37˚C and 5% CO_2_ in CMRL supplemented with 10% heat-inactivated FBS and containing 5.5 mM glucose as previously described ^36^. Islets from 10 mice per replicate were pooled prior to separation into samples for cytokine treatment. Intact islets were left untreated or were treated with 10 U/mL IL-1β plus 150 U/mL IFN-γ, the combination of the two cytokines plus 2 mM NMMA, or NMMA alone for 18 h before dispersion and preparation for sequencing or before RNA isolation for qPCR. A total of two experimental replicates were used for single-cell RNA-sequencing.

### Single-Cell RNA-Sequencing

Following treatment with cytokines, islets were incubated in 0.48 mM EDTA in phosphate buffered saline and then agitated in 1 mg/mL Trypsin in Ca^2+^/Mg^2+^-free HBSS to disperse into single cells. Cells were filtered and resuspended in HBSS + 0.04% BSA before being loaded into the Chromium Controller (10x Genomics). Single-cell RNA-seq libraries were prepared using the Chromium Single Cell 3′ v3 Reagent Kit (10x Genomics) according to the manufacturer's protocol. Libraries were sequenced using the NextSeq 500/550 High Output Kit v2.5 flow cell (150 cycles, Illumina) with the following conditions: 26 cycles for read 1, 98 cycles for read 2, and 8 cycles for the i7 index read. CellRanger (10x Genomics) functions “mkfastq” and “count” were used to demultiplex the sequencing data and generate gene-barcode matrices (10x Genomics). All scRNA-seq analysis was performed in R (version 3.6.1) using the package Seurat (version 4.0) ^37^. The number of genes detected per cell and the % of mitochondrial genes were plotted, and outlier cells were removed (number of genes less than 200 or greater than 5,500 (replicate 1) or 6,500 (replicate 2), or % mitochondrial genes over 10%) to filter out doublets and cells with low read quality, leaving 10,875 of the original 17,426 cells. Cell cycle genes were regressed. Principal component analysis was performed, and the top 30 principal components were used for Uniform Manifold Approximation and Projection (UMAP) analysis, with clustering performed using the Louvain algorithm. All samples were normalized using Seurat's default normalization settings. Briefly, reads in each cell for each gene were divided by the total number of reads within that cell, multiplied by a factor of 10,000, and transformed using the natural logarithm. Samples from this and our previous study of similar design^23^ were generated in succession rather than in parallel.

### qRT-PCR

An RNeasy kit (Qiagen) was used to isolate total RNA from mouse islets. Thermo Scientific Maxima H Minus reverse transcriptase and oligo(dT)s were used to perform first-strand cDNA synthesis per the manufacturer's instructions. SsoFast EvaGreen supermix (Bio-rad) and a Bio-Rad CFX96 Real-Time system was used to perform quantitative PCR with primers purchased from Integrated DNA Technologies (Coralville, IA). Sequences are listed in Table S1. Gene expression was normalized to *Gapdh* using the comparative ΔCt method for relative quantification ^38^.

### Immunofluorescence Imaging

Mouse islets were treated with 10 U/mL IL-1β and 150 U/mL IFN-γ for 18 h and dissociated as described above. Single cell suspensions were centrifuged onto charged microscope slides using a Shandon Cytospin II (ThermoFisher Scientific). Slides were dried at room temperature for 30–60 min. Cells were fixed in 4% paraformaldehyde for 15 min, permeabilized with 0.1% Triton X-100 in PBS for 30 min and blocked using 1% BSA in PBS-T (0.2% Tween-20) for 1 h at room temperature. Primary antibodies were diluted in 1% BSA in PBS-T and were incubated overnight at 4°C. Secondary antibodies were diluted in 1% BSA in PBS-T and were incubated for 1 h at room temperature. Antibodies and dilutions were as follows: rabbit antiiNOS (Cayman Chemical, 1:1000), sheep antisomatostatin (American Research Products, 1:1000), mouse antiglucagon conjugated to Alexa Fluor 488 (Santa Cruz Biotechnology, 1:100), donkey antisheep conjugated to Alexa Fluor 488 (Invitrogen, 1:1000), and donkey antirabbit conjugated to Cy3 (Jackson Immunoresearch, 1:1000). ProLong Gold Antifade Mountant with DAPI (ThermoFisher) was added to slides prior to addition of coverslip and imaging. Grayscale images were captured using a Nikon eclipse 90i confocal microscope and were pseudo-colored using ImageJ (National Institutes of Health).

### Statistical Analysis

For differential expression analysis, *P*-values were calculated using the Wilcoxon test, and Bonferroni correction was used to avoid false positives. An adjusted *P*-value < 0.05 was the threshold used to declare significance. For qPCR analysis, GraphPad Prism software was used to make statistical comparisons between groups using one-way ANOVA with Šídák multiple comparison test, and *P* < 0.05 was the threshold used to declare significance.

## Results

### Single-Cell RNA-Sequencing of Mouse Islets Following 18 h Cytokine Treatment

Expression of iNOS in mouse β-cells requires stimulation by both IL-1β and IFN-γ ^15,16,39^. To determine how cytokine-derived nitric oxide influences gene expression changes in the different populations of islet cells, we performed scRNA-seq using mouse islets. 

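In each of 2 replicates, islets of 10 mice were pooled, divided over the 4 conditions (untreated, cytokines, cytokines with NMMA, NMMA alone) and cultured for 18 h, which gives 8 libraries. Cells were captured in droplets, where each RNA molecule receives a cell barcode and a unique molecular identifier (UMI) near its 3′ end, so a UMI count is a count of captured molecules. The paper names the v3 kit of this droplet method, while the sample labels name v2. The authors deposited a matrix of raw UMI counts for each library, with 17426 barcodes over the 8 libraries. In replicate 1 the matrices hold 50731370 UMIs (untreated), 39056911 (cytokines), 40609251 (cytokines with NMMA) and 48835419 (NMMA), and in replicate 2 they hold 32406984, 27235177, 26549922 and 29472399. With the paper's limits on detected genes and mitochondrial UMIs, 10876 barcodes (62.4%) were kept, 5454 from replicate 1 and 5422 from replicate 2. The kept barcodes had a median of 18911, 23701, 24136 and 23736 UMIs in replicate 1 and 3983, 15904, 6246 and 14150 in replicate 2, in the same order of conditions. They were clustered again, and the clusters were named from marker genes fixed before the data were examined, so that "β-cells" here means cells whose cluster is β-like by those markers, and the same holds for every other class. Cells of a pool are not independent replicates, so for each class the UMIs of its cells were summed within each library and the sums were compared with edgeR (quasi-likelihood test, TMM scaling). After the filter for genes with few counts, 12796 genes were tested in β-cells, 10991 in non-β endocrine cells and 9486 in non-endocrine cells, and a gene is called changed at an adjusted p of 0.05 over the genes tested. Expression is given in CPM, the normalized UMI count scale of edgeR, as mean ± SD of the 2 libraries of a condition (n = 2), and changes are given as log2 values with their standard error (SE). Gene positions refer to the mouse build GRCm38 with the GENCODE M21 annotation.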

Samples were untreated (Sample 1) or treated for 18 h with 10 U/mL IL-1β + 150 U/mL IFN-γ alone (Sample 2) or with 2 mM NMMA (nitric oxide synthase inhibitor; Sample 3), or with NMMA alone (Sample 4; Figure 1A). Cells from all samples and both experimental replicates were visualized using UMAP, an algorithm that unbiasedly grouped the cells into 15 clusters based on similarity of gene expression (Figure 1B and Table S2). 

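Cells were grouped from their 30 leading principal components without any correction between replicates, which gave 25 clusters at a resolution of 1. The 8 libraries are listed here as untreated, cytokines, cytokines with NMMA and NMMA, first for replicate 1 and then for replicate 2. A cluster named β-cells held 1033 cells of the cytokine library of replicate 1 and 85 of its library with cytokines and NMMA, against 3 and 0 in those of replicate 2. Another held 788 untreated and 204 NMMA cells of replicate 1 with 1 and 0 of replicate 2, and a further cluster held 773 and 391 cells of replicate 1 with 3 and 0 of replicate 2. In the other direction, 476 untreated and 484 NMMA cells of replicate 2 shared a cluster with 1 and 10 cells of replicate 1, and 431 cytokine cells of replicate 2 formed a cluster with 3 of replicate 1. The leading genes of these 2 clusters include *Glp1r*, *Rnasek* and *Ube2v1*, and *Nme2*, *Atp6v0c* and *Timm23*. Those genes lie more than 4-fold apart between replicates in every condition in β-cells, and the replicates were counted with different gene lists. Such genes do not lead the 2 clusters of untreated and NMMA cells of replicate 1. A cluster that mixed the replicates held 3, 19, 489 and 1 cells of replicate 1 and 3, 18, 275 and 0 of replicate 2. The β-cell cluster with cells of both replicates in every condition held 42, 59, 48 and 34 cells of replicate 1 and 108, 112, 75 and 129 of replicate 2. The endothelial cluster of cells without cytokines mixed the replicates, with 47, 1, 0 and 52 cells of replicate 1 and 50, 0, 0 and 48 of replicate 2, while the acinar cluster held 10, 17, 8 and 18 against 0, 1, 2 and 1, and the ductal cluster 25, 8, 13 and 8 against 5, 0, 0 and 5.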

Cells from both experimental replicates populated the clusters approximately equally (Figures S1A and S1B). We assigned endocrine cell identities (β-, α-, and δ-cells) based on enrichment of the primary islet hormones (insulin, glucagon, and somatostatin, respectively; Figure 1C). β-cells (*Ins1* and *Ins2*) comprised 74% (6269 cells) of our dataset, α-cells (*Gcg*) 10% (854 cells), and δ-cells (*Sst*) 6% (488 cells). 

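By their marker genes, with PP-cells and re-clustered cells in which insulin leads counted apart, 6215 of the 10876 kept cells are β-cells (57.1%, or 75.7% of the 8206 cells that were given a type or counted as non-β endocrine cells), 524 are α-cells (4.82% or 6.39%) and 327 are δ-cells (3.01% or 3.98%). Per library the β-cells number 1607 (untreated), 1117 (cytokines), 629 (cytokines with NMMA) and 641 (NMMA) in replicate 1 and 592, 568, 447 and 614 in replicate 2. α-cells number 92, 43, 93 and 51 in replicate 1 and 93, 50, 2 and 100 in replicate 2. δ-cells number 85, 9, 58 and 36 in replicate 1 and 42, 12, 38 and 47 in replicate 2. The α-cells of replicate 2 with cytokines and NMMA (2 cells) and the δ-cells of replicate 1 with cytokines (9 cells) fall under the minimum of 10 cells and were left out of the sums, so each of these groups rests on 1 library. Of the other 2670 cells, 2264 lie in clusters with few UMIs per barcode, 371 are re-clustered cells in which insulin leads, and the rest carry markers of another type. Median depth per β-cell is 20614, 24907, 28898 and 30231 UMIs in replicate 1 and 25938, 28088, 25886 and 24080 in replicate 2. At 7000 UMIs per cell, *Gcg* is found in 85.6% and 97.8% of untreated non-β endocrine cells and in 57.3% and 77.7% of untreated β-cells (replicates 1 and 2).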

We were unable to separate pancreatic polypeptide-expressing cells from the *Gcg*- and *Sst*-expressing clusters (Figure 1C). 

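After the clusters that scored for α-, δ- or PP-cell markers were clustered once more, 1 cluster of 106 cells had *Ppy* and *Pyy* as its leading genes, and it was named PP-cells. Its 10 highest-ranked genes include 3 of the PP-cell markers and 3 of the α-cell markers, so it is not free of α-cell transcripts. It holds 70 untreated cells, 6 with cytokines, 8 with cytokines and NMMA and 22 with NMMA, and with 2 to 36 cells per library it was analysed only within the non-β endocrine cells.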

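Endothelial cells number 283 here, 2.60% of the kept and 3.45% of the named cells. Macrophages number 323 (2.97% and 3.94%) and mesenchymal cells 189 (1.74% and 2.30%). Per library there are 47, 15, 15 and 52 endothelial cells in replicate 1 (untreated, cytokines, cytokines with NMMA, NMMA) and 50, 23, 33 and 48 in replicate 2. The macrophages of the same libraries number 38, 33, 29 and 34 and then 71, 36, 44 and 38, and the mesenchymal cells 25, 9, 15 and 27 and then 33, 21, 18 and 41. Ductal (64), acinar (57) and Schwann (19) cells were also named and were not used in any test. Endothelial and macrophage cells exposed to cytokines clustered apart from those without: 1 macrophage cluster holds 38 untreated cells of replicate 1 and 69 of replicate 2 against 10 and 14 with cytokines, and the other holds 0 and 2 untreated cells against 23 and 22 with cytokines. The 3 types were summed together as non-endocrine cells, and endothelial cells and macrophages also on their own.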

Using characteristic gene expression, we also identified the cell types of the non-endocrine clusters, which each made up less than 4% of our dataset: endothelial cells (*Pecam1*), macrophages (*Ccr5*), and mesenchymal cells (*Col1a1*; Figure 1B).

**Figure 1.**
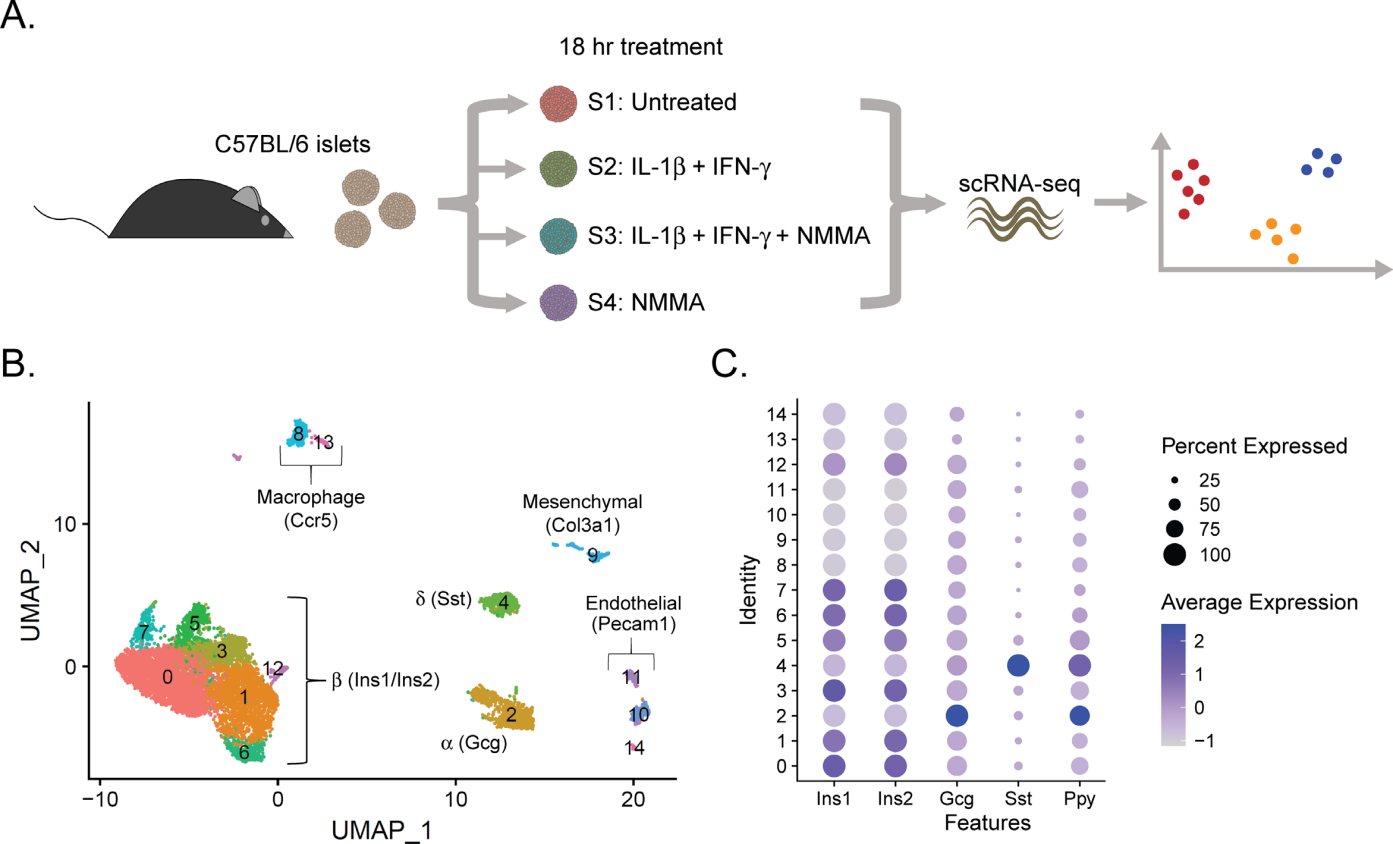
scRNA-sequencing of mouse islet cells after 18 h cytokine exposure. (A) Schematic of experimental design. (B) UMAP plot depicting clusters of cells from both scRNA-seq experimental replicates. Cell identity was assigned based on enrichment for genes indicated. β-cells (*Ins1* and *Ins2*) comprised 74% (6269 cells) of our dataset, α-cells (*Gcg*) 10% (854 cells), and δ-cells (*Sst*) 6% (488 cells). (C) Dot plot indicating expression levels and % of cells expressing *Ins1, Ins2, Gcg, Sst*, and *Ppy* mRNA in each of the 15 clusters. Concentrations are as follows: 10 U/mL IL-1β, 150 U/mL IFN-γ, and 2 mM NMMA.

### Types of Genes Changed in β-cells in Response to Cytokines

To better understand how β-cells respond to cytokine exposure, we computationally isolated Clusters 0, 1, 3, 5, 6, 7, and 12 from the total dataset (Figure 1B) and performed differential expression analysis to determine genes significantly changed in response to each treatment (compared to the untreated sample). 

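Over libraries, edgeR calls 2984 genes higher and 2832 lower of 12796 tested in β-cells with cytokines against untreated. DESeq2 calls 4744 genes, and 6791 have an unadjusted p below 0.05. The 4 conditions share 1 estimate of the spread. On simulated data of the same size with 200 changed genes, 30.3% of 2-fold changes were recovered with 6.35% false calls. Many more genes are called in the data, where the adjustment is therefore less strict, so these rates do not carry over. The split into higher and lower depends on scaling: TMM assumes that most genes do not change, and scaling by total UMIs instead gives 1939 higher and 3848 lower, with a median shift of −0.22 over all genes. Without 1 of the 8 libraries the count runs from 3570 to 5624, and a Bonferroni adjustment leaves 410. The paper's test takes single cells as replicates, and the same kind of Wilcoxon test over cells gives 1275 genes here (788 higher, 487 lower). The 5 largest increases are *Cxcl9* (at least 2816-fold), *Nos2* (ratio 8032, interval 1441 to 317280), *S100a9* (at least 369.5-fold), *Gm4841* (at least 192-fold) and *Olfr56* (at least 181-fold). Folds marked "at least" are against groups without a UMI and put 3 UMIs in that group, and ratios against 1 to 3 UMIs carry a 95% counting interval. *Cxcl9* is called in 4 of the 8 fits that leave out 1 library. The 5 largest decreases are *Neurog3* (ratio 85.0, interval 14.9 to 3393), *Angptl7* (ratio 56.3, interval 9.74 to 2262), *Col6a3* (log2 −4.88), *Gm13373* (ratio 41.6, interval 7.09 to 1678) and *Tmem154* (log2 −4.82). For cytokines with NMMA against untreated, 1621 genes are higher and 1223 lower. With NMMA alone edgeR calls 0 genes, where 902 have an unadjusted p below 0.05, DESeq2 calls 7, and edgeR with the replicate as a block calls 399.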

In total, 1272 genes (773 increased and 499 decreased) were significantly changed in β-cells in response to 18 h cytokine stimulation (Table S3). To get an unbiased view of the categories of genes in this dataset, we used the Database for Annotation, Visualization, and Integrated Discovery (DAVID) to identify enriched categories of genes increased in β-cells in response to cytokines (Figure 2A) ^40^. By far, the most enriched category contains genes encoding ribosomal proteins (Figure 2B). 

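Ribosomal protein genes are a set of 82 genes tested here, of which edgeR calls 68 higher and 0 lower in β-cells with cytokines against untreated, with a mean log2 change of 0.68 (camera, adjusted p = 4.7e-13). These 68 genes are 2.28% of the 2984 genes called higher, and 76 of the 788 (9.64%) called by the Wilcoxon test over cells. Scaling by total UMIs leaves 39 of the 82 called higher. Of the 10 genes drawn in Figure 2B (*Rps20*, *Rps27*, *Rps28*, *Rpl27*, *Rpl35a*, *Rpl37*, *Rps15a*, *Rpl3*, *Rps27a* and *Rpl17*), 7 are called higher, and their log2 changes lie between 0.83 and 0.97. *Rps28*, *Rpl27* and *Rpl37* are not called by edgeR, at 0.88 (adjusted p = 0.539), 0.89 (adjusted p = 0.667) and 0.89 (adjusted p = 0.108). With the replicate as a block, edgeR calls all 3, at adjusted p = 1.5e-07, 2.9e-07 and 1.6e-07. Adjusted over the list alone, 7 of the 10 are called, and the study chose the lists of its figures on these same samples, so such a count is not independent evidence. The 9 set tests called in β-cells were also run with fry, which keeps each of them, and with a correlation estimated from the libraries, under which none has an adjusted p below 0.05.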

Genes in this category comprise ∼10% of the genes increased by cytokines in β-cells (77 of the 773). 

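The 12 stress response genes tested are all higher in β-cells with cytokines than untreated, 9 of them called, with a mean log2 change of 1.89 (camera, adjusted p = 1.7e-05). *Hmox1* rises from 43.4 ± 7.28 to 381 ± 245 CPM, a log2 change of 3.13 (SE 0.63, edgeR, adjusted p = 0.012). *Ddit3* rises from 95.4 ± 50.4 to 576 ± 109 CPM, a log2 change of 2.60 (SE 0.36, edgeR, adjusted p = 0.000983). Among the heat shock genes, *Hspa8* changes by 2.09 (SE 0.28, edgeR, adjusted p = 0.000603) and *Hsph1* by 2.12 (SE 0.44, edgeR, adjusted p = 0.00913). *Hsp90aa1* (1.85), *Hspe1* (1.41), *Hsp90ab1* (1.14) and *Dnajb1* (2.17) are called higher as well. *Hspa1a* and *Hspa1b* are higher without passing the threshold, at 1.77 (SE 0.74, edgeR, adjusted p = 0.116) and 1.94 (SE 1.19, edgeR, adjusted p = 0.258). *Hspa1a* is called by DESeq2 (adjusted p = 0.0416) and, with the replicate as a block, both are called (0.0385 and 0.0362). Adjusted over the 10 genes of Figure 2C alone, 8 are called. Leaving out 1 library at a time, *Hmox1* is called in 6 of the 8 fits and *Dnajb1* in 7 of the 8.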

Genes involved in cellular stress responses, including heat shock proteins, heme oxygenase 1 (*Hmox1*), and DNA damage inducible transcript 3 (*Ddit3* or *Chop*), which is associated with the unfolded protein response, are also increased, as expected (Figure 2C) ^41–43^. Not only is the expression level of stress response genes increased following cytokine stimulation, but the percentage of β-cells expressing those genes is also increased (Figure 2D). 

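Detection rises with depth, so the UMIs of every β-cell were thinned to 10000 before cells with at least 1 UMI of a gene were counted. In replicates 1 and 2, cells with *Hmox1* go from 17.0% and 21.7% to 66.3% and 50.7% with cytokines, and cells with *Ddit3* from 32.2% and 49.4% to 91.4% and 87.2%. *Hspa1b* is found in 5.54% and 19.9% of untreated cells and 38.4% and 50.1% of cells with cytokines, and *Dnajb1* in 14.2% and 23.0% and 52.1% and 42.9%. For *Hspa1a* the shares are 7.82% (6.52 to 9.28%) of 1535 cells and 20.7% (17.2 to 24.5%) of 508 cells untreated, and 43.2% (40.2 to 46.2%) of 1100 cells and 50.5% (46.0 to 55.1%) of 485 cells with cytokines (95% Clopper-Pearson intervals). Without thinning, the mean share of these 5 genes lies between 17.4 and 58.8% untreated and between 58.0 and 94.8% with cytokines.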

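Of 72 translation factor and tRNA synthetase genes tested in β-cells, 41 are called higher and 3 lower with cytokines against untreated, with a mean log2 change of 0.60 (camera, adjusted p = 4.2e-08). The 10 genes of Figure 2E (*Eif6*, *Eif4ebp1*, *Eif1*, *Wars*, *Eif5*, *Eif5a*, *Eif3c*, *Sars*, *Eif5b* and *Nars*) are all called higher by edgeR, with log2 changes between 0.99 and 2.20 and a largest adjusted p of 0.00459. *Wars* goes from 56.6 ± 1.46 to 164 ± 57.6 CPM and *Eif4ebp1* from 44.7 ± 2.95 to 205 ± 43.6 CPM.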

Genes involved in protein biosynthesis, including several eukaryotic initiation factors and tRNA synthetases, are also increased (Figure 2E). We have previously observed increased expression of genes encoding proteins with antiviral/antimicrobial properties in islet endocrine cells (β-, α-, δ-, and PP-cells) following acute exposure (6 h) to inflammatory cytokines ^23^. In agreement, genes in this category remain elevated following 18-h cytokine treatment, including *Defb1, Rsad2*, and *Oasl2*, and multiple guanylate binding proteins (Figure 2F and G). 

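In β-cells *Defb1* rises from 26.1 ± 3.83 to 782 ± 179 CPM with cytokines, a log2 change of 4.91 (SE 0.25, edgeR, adjusted p = 3.7e-06). *Oasl2* changes by 3.70 (SE 0.25, edgeR, adjusted p = 2.2e-05), *Icam1* by 8.61 (SE 0.43, edgeR, adjusted p = 1.2e-05) and *Irf1* by 3.22 (SE 0.13, edgeR, adjusted p = 1.2e-06). *Rsad2* changes by 3.33 (SE 0.67, edgeR, adjusted p = 0.014) and is called in 5 of the 8 fits without 1 library. All 8 genes of Figure 2F are called higher, with *Isg20* (1.52), *Ifit1* (3.06) and *Isg15* (5.28) as the others. The antiviral and immune set of 10 genes has a mean log2 change of 4.37 (camera, adjusted p = 2.6e-08). All 9 guanylate binding protein genes of Figure 2G (*Gbp2* to *Gbp10*) are called higher, between 4.27 and 10.81. *Gbp2* goes from 2.10 ± 0.617 to 1068 ± 331 CPM (9.01, SE 0.37, edgeR, adjusted p = 2.1e-06), *Gbp4* changes by 10.01 (SE 0.47, edgeR, adjusted p = 7.2e-06) and *Gbp5* by 8.24 (SE 0.23, edgeR, adjusted p = 3.3e-07). *Gbp6* is called in 2 of the 8 fits without 1 library (7.25, SE 1.91, edgeR, adjusted p = 0.0399), and *Gbp10*, with 1 to 3 UMIs in untreated cells, has a ratio of 2010.4 (95% counting interval 360.4 to 79448).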

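Shares of β-cells with at least 1 UMI at 10000 UMIs per cell were counted for the 7 genes of Figure 2H (*Defb1*, *Ifit1*, *Oasl2*, *Gbp2*, *Gbp3*, *Gbp4* and *Gbp8*). Their mean shares lie between 0.459 and 21.8% in untreated cells, with 5 of the 7 below 5%, and between 36.9 and 89.4% with cytokines, with 2 above 80%. Without thinning, 3 of the 7 lie below 5% untreated and 5 above 80% with cytokines (up to 92.5%). *Gbp2* is found in 1.43% (0.900 to 2.16%) of 1535 cells and 3.35% (1.96 to 5.30%) of 508 cells untreated and in 93.8% (92.2 to 95.2%) of 1100 cells and 84.9% (81.5 to 88.0%) of 485 cells with cytokines (replicates 1 and 2, 95% Clopper-Pearson intervals). *Defb1* goes from 20.1% and 23.4% to 91.1% and 84.1% and *Oasl2* from 4.36% and 4.72% to 40.5% and 33.2%.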

The percentage of β-cells expressing these protective genes increased as well, with several antiviral genes being expressed in greater than 80% of β-cells in response to cytokines while being expressed in less than 5% under basal conditions (Figure 2H). Together with the observation that pro-apoptotic genes are not increased in β-cells after 6 h ^23^ or 18 h cytokine treatment (Figure S2), in contrast to the suggestions of others ^44^, the increase in protective gene expression suggests that the primary response of β-cells to cytokines is protective rather than damaging.

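Of the 9 pro-apoptotic genes of Figure S2, 8 could be tested in β-cells, and edgeR calls 5 higher and 2 lower with cytokines against untreated. *Bid* changes by 2.51 (SE 0.24, edgeR, adjusted p = 9.7e-05), *Bbc3* by 1.30 (SE 0.20, edgeR, adjusted p = 0.000857), *Bak1* by 0.83 (SE 0.18, edgeR, adjusted p = 0.00593), *Bcl2l11* by 0.71 (SE 0.15, edgeR, adjusted p = 0.00478) and *Bax* by 0.54 (SE 0.20, edgeR, adjusted p = 0.0498). *Bax* is called in 3 of the 8 fits without 1 library and is not called when counts are scaled by total UMIs (adjusted p = 0.158). *Bik* is lower at −1.48 (SE 0.31, edgeR, adjusted p = 0.00443). *Bad* is lower at −0.34 (SE 0.12, edgeR, adjusted p = 0.047), is called in 0 of the 8 fits without 1 library, and has an adjusted p of 0.198 in DESeq2. *Bok* is not called by edgeR, at −0.39 (adjusted p = 0.377), and *Pmaip1* has too few UMIs to be tested. As a set the genes have a mean log2 change of 0.46 (camera, adjusted p = 0.229), and fry gives an adjusted p of 0.00152. The paper sets rising protective genes against pro-apoptotic genes that are not increased and proposes that the primary response of β-cells to cytokines is protective.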

**Figure 2.**
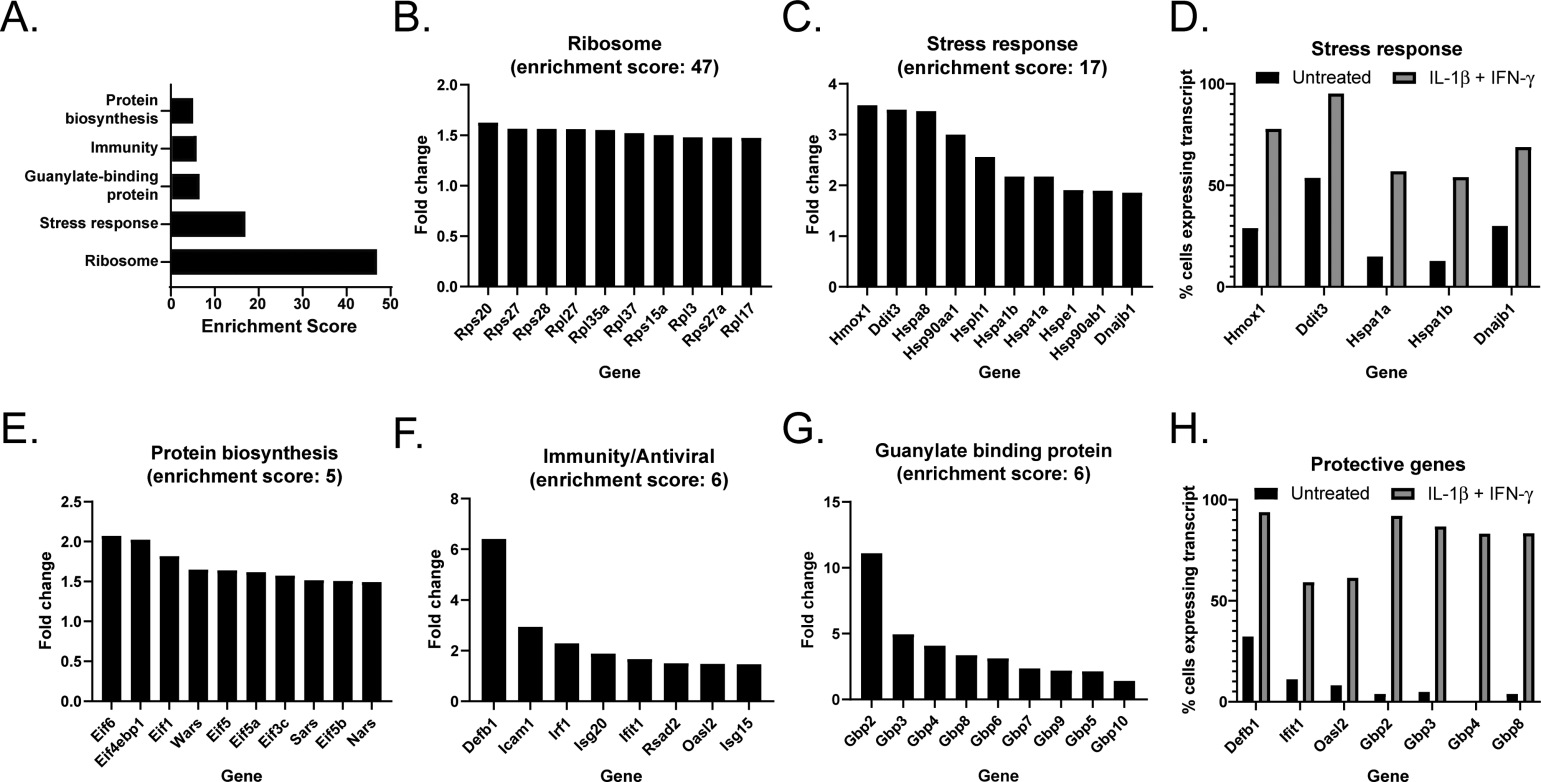
Categories of genes changed in β-cells following 18 h cytokine treatment. (A-C and E–G) Genes that were significantly different in β-cells following 18 h cytokine stimulation compared to untreated β-cells by scRNA-seq were subjected to functional annotation clustering using the Database for Annotation, Visualization and Integrated Discovery (DAVID). Selected enriched categories of genes are shown in (A). Fold change (over untreated) of representative genes in the selected enriched categories of Ribosome (B), Stress response (C), Protein biosynthesis (E) Immunity/antiviral (F), and Guanylate binding protein (G) are shown. (D and H) Percent of β-cells expressing selected genes involved in stress response (D) or protection (H) in the untreated or cytokine-treated conditions.

### Nitric Oxide-Dependent Gene Expression Changes in β-cells

As expected, the gene encoding iNOS (*Nos2*), is significantly increased in β-cells following 18 h exposure to IL-1β and IFN-γ (Figure 3A) ^34^. 

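*Nos2* (ENSMUSG00000020826, chromosome 11 78920787–78960254, plus strand) goes from 0.0144 ± 0.0203 CPM in untreated β-cells to 176 ± 23.0 CPM with cytokines (n = 2 each), from 1 UMI to 7419 UMIs over the class. That is a log2 change of 12.74 (SE 0.40, edgeR, adjusted p = 3.3e-07). With so few UMIs in untreated cells the size of the change is uncertain, and counting alone gives a ratio of 8032 (95% counting interval 1441 to 317280).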

Nitric oxide inhibits mitochondrial oxidation, thus depleting ATP levels and limiting mRNA transcription ^45^. NOS inhibition by NMMA attenuates the inhibitory effects of nitric oxide on transcription, leading to increased mRNA levels of *Nos2* (Figure 3A). This expression pattern was validated by qRT-PCR to assess *Nos2* mRNA accumulation in mouse islets following cytokine treatment (Figure 3B). 

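With NMMA added to the cytokines, *Nos2* in β-cells reaches 465 ± 2.92 CPM (n = 2). Cytokines against cytokines with NMMA is therefore a log2 change of −1.40 (SE 0.20, edgeR, adjusted p = 0.00415), lower with nitric oxide, and it is called in all 8 fits without 1 library. The paper reads the rise under NMMA as relief from an inhibitory action of nitric oxide on transcription. The comparison here is of RNA abundance and holds no measure of transcription rate.

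**Figure D1:**
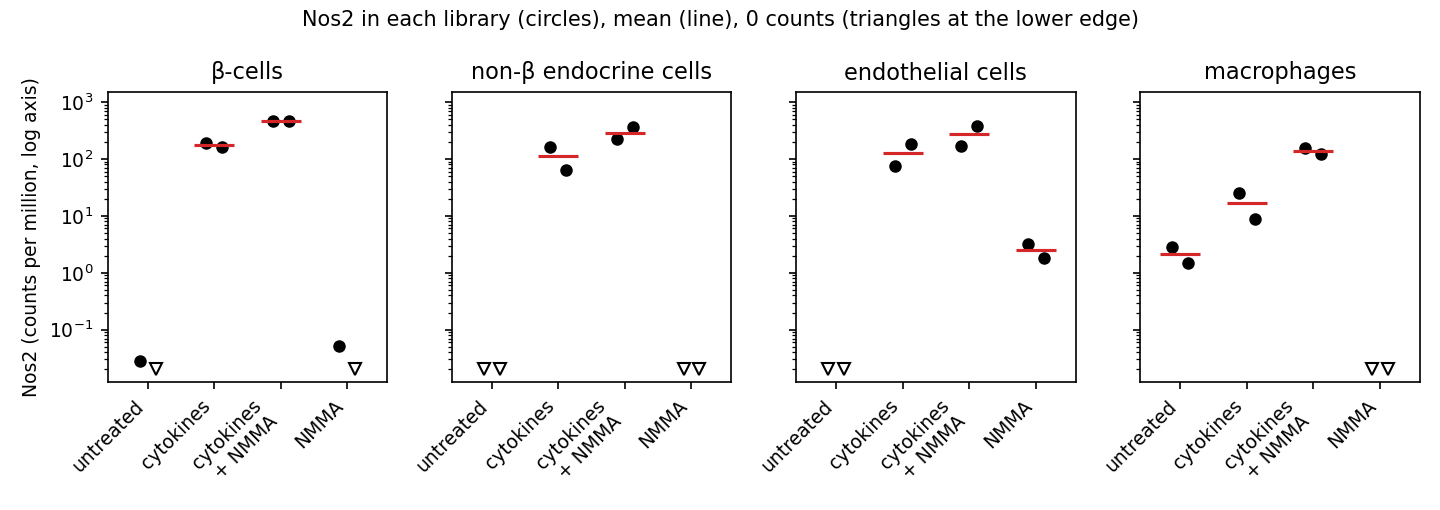
Nos2 in each library in normalized CPM (log axis) for β-cells, non-β endocrine cells, endothelial cells and macrophages under the 4 conditions. Circles are libraries, the red line is their mean, and triangles at the lower edge are libraries without a Nos2 UMI.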

Similar to our analysis of acute (6 h) cytokine exposure ^23^, a subset of β-cells were not responsive to cytokines. 

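At 10000 UMIs per β-cell, *Nos2* is found in 46.8% (43.8 to 49.8%) of 1100 cells and 44.7% (40.3 to 49.3%) of 485 cells with cytokines, and in 67.7% (63.8 to 71.4%) of 619 cells and 60.4% (55.2 to 65.5%) of 359 cells with cytokines and NMMA (replicates 1 and 2, 95% Clopper-Pearson intervals). The means of the replicates are 45.8% and 64.1%. The share depends on depth, and without thinning the means are 56.7% and 71.2%. If 2 UMIs are asked for instead of 1, they are 30.8% and 49.97% at the thinned depth. Untreated β-cells have *Nos2* in 0.0651% and 0% of cells, and β-cells with NMMA alone in 0%, with upper limits of 0.577% and 0.664%. A cell without a *Nos2* UMI can still hold its RNA, and free RNA or a doublet can add a UMI to a cell that does not express it.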

Only 57% of β-cells increased *Nos2* expression following cytokine treatment, and this percentage increased to 72% after addition of NMMA (Figure 3C). Since β-cells produce micromolar levels of nitric oxide following expression of iNOS ^16–22^, we evaluated the changes in gene expression in response to cytokines that are dependent or independent of nitric oxide. We performed differential expression analysis comparing gene expression in cells treated with cytokines to cells treated with cytokines together with NMMA (Sample 2 vs. Sample 3; Table S3). Genes that were significantly increased in response to cytokines (Sample 2 vs. Sample 1) that were also significantly decreased by the addition of NMMA (Sample 3 vs. Sample 2) were determined to be increased in a nitric oxide-dependent manner. This analysis yielded 179 genes (23% of those increased in response to cytokines) in β-cells (Figure 3D). 

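For cytokines against cytokines with NMMA, edgeR calls 1110 genes higher and 1296 lower in β-cells (DESeq2 1939 in all, and 4368 with an unadjusted p below 0.05). β-cells of these conditions lie mostly in different clusters, with cytokines 61.5% in 1 and 25.8% in another, and with cytokines and NMMA 71.0% in a cluster that holds 2.20% of the former. Scaling by total UMIs moves the split of genes to 385 higher and 2266 lower. Genes higher in both comparisons, with cytokines against untreated and against cytokines with NMMA, number 928, which is 31.1% of the 2984 increased genes. The count depends on the choices made: 315 with scaling by total UMIs, 4 with a Bonferroni adjustment, 2077 with the replicate as a block and, without 1 library, from 160 (cytokines replicate 1 left out) to 793. The Wilcoxon test over cells gives 190 (24.1% of 788). Another 129 genes rise with cytokines and rise further with NMMA, and 907 of the 2832 decreased genes (32.0%) are lower in both comparisons. For decreased genes, scaling by total UMIs gives 1662 of 3848 (43.2%). A Bonferroni adjustment gives 11 of 164 (6.71%) and the Wilcoxon test 162 of 487 (33.3%). Both comparisons share the cytokine libraries. On simulated β-cell data where 1 or both of the changes are absent for every gene, 0 genes were called in both. A comparison without any change yields few calls, so this outcome was nearly fixed. It does not show how far the shared libraries raise the count of 928. The 5 largest increases with cytokines over cytokines with NMMA are *Tac1* (log2 5.80), *Gm16170* (log2 4.40), *Vstm2b* (ratio 19.5, interval 3.23 to 794), *Tspan18* (ratio 15.1, interval 4.97 to 75.1) and *Cxcl2* (log2 3.54). By fitted log2 values, *Sprr2h* (at least 13.9-fold) and *Fam13c* (at least 6.68-fold) lead the 5 largest decreases. The others are *Gm13373* (ratio 40.1, interval 6.59 to 1644), *Gm34350* (ratio 35.5, interval 5.76 to 1461) and *Neurog3* (ratio 32.4, interval 5.21 to 1339). The bounds of *Sprr2h* and *Fam13c* lie below these ratios, so their rank is not established.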

DAVID analysis of the nitric oxide-dependent genes revealed enriched categories of Ribosome, Stress response, Protein Biosynthesis, and Elongation factor (Figure 3E). This increase in genes associated with translation regulation is likely a compensatory response to inhibition of translation by nitric oxide ^29^. 

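For cytokines against cytokines with NMMA in β-cells, the ribosomal set has a mean log2 change of 0.54 (camera, adjusted p = 1.3e-18), with 46 of 82 genes called higher by edgeR. The stress response set has 1.09 (camera, adjusted p = 3.0e-05, 6 of 12 called) and the translation set 0.22 (camera, adjusted p = 0.000102, 18 higher and 3 lower). Ribosomal genes are 46 of the 928 nitric oxide-dependent genes (4.96%), and 49 of the 190 from the Wilcoxon test (25.8%). Scaling by total UMIs leaves 5 ribosomal genes in this group, and leaving out cytokines with NMMA replicate 2 leaves 2. The paper shows the categories of Figure 3E as a list of enriched terms, whereas the sets here were fixed from its text and figures.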

Examples of nitric oxide-dependent genes are those encoding heat shock proteins (like *Hspa8* and *Dnajb1*), *Hmox1*, and *Ddit3*, as expected (Figure 3F) ^41–43,46^. 

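Against cytokines with NMMA, *Hspa8* is higher with cytokines alone in β-cells at 1.40 (SE 0.27, edgeR, adjusted p = 0.012), from 1024 ± 169 to 2711 ± 1185 CPM. *Ddit3* is higher at 1.30 (SE 0.34, edgeR, adjusted p = 0.0367), but only in 2 of the 8 fits without 1 library, and it is not called with the replicate as a block (0.125) or with scaling by total UMIs (0.0826). *Hmox1* (1.09, SE 0.59, edgeR, adjusted p = 0.261) and *Dnajb1* (1.00, SE 0.45, edgeR, adjusted p = 0.178) are higher without passing the threshold. *Hsp90aa1* (1.24), *Hspe1* (1.08) and *Hsp90ab1* (0.71) are called, and *Hsph1* (1.25) is called only with the replicate as a block (adjusted p = 0.0393). Of the 6 genes of Figure 3F, 2 are called higher, and the same number when adjusted over the list alone. Of the translation genes, *Eif6* (0.85), *Eif1* (0.74), *Eif5* (0.88), *Eif3c* (0.48) and *Eif5b* (0.70) are called, while *Wars* is lower with nitric oxide at −0.75 and not called.

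**Figure D2:**
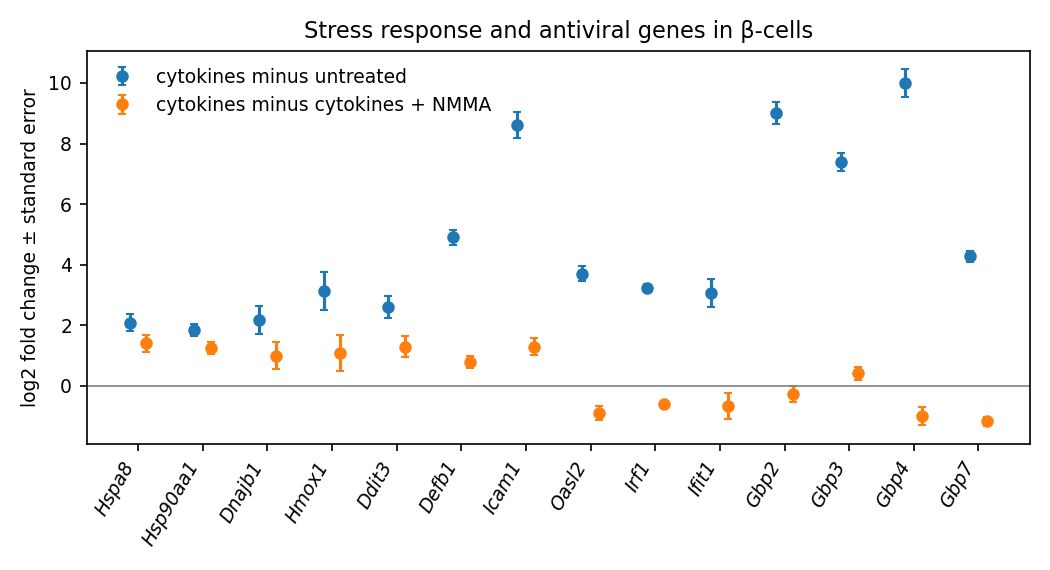
Log2 changes with SE of 14 genes in β-cells, for cytokines against untreated and for cytokines against cytokines with NMMA.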

We validated the regulation of selected genes by nitric oxide by qRT-PCR using mouse islets (Figure 3H). *Hspa1a* and *Hspa1b*, which encode subunits of Hsp70, are not significantly decreased by NMMA treatment as assessed by scRNA-seq but are nitric oxide-dependent as assessed by qRT-PCR (Figure 3H). On the other hand, genes encoding antiviral guanylate binding proteins and other immune-associated genes are largely nitric oxide-independent (Figure 3G and H). This is expected, as genes in these categories are increased in β-cells following acute cytokine exposure when nitric oxide levels are low ^19,23^. 

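*Hspa1a* (ENSMUSG00000091971, chromosome 17 34969190–34972156, minus strand) and *Hspa1b* are not called for cytokines against cytokines with NMMA, at 0.82 (SE 0.73, edgeR, adjusted p = 0.49) and 0.88 (SE 1.16, edgeR, adjusted p = 0.653) in β-cells. *Hspa1a* stands at 149.6 ± 127 CPM untreated, 509 ± 156 CPM with cytokines and 288 ± 61.5 CPM with cytokines and NMMA (n = 2 each), and *Hspa1b* at 89.9 ± 95.7, 345 ± 201 and 187 ± 98.6 CPM. The paper's qRT-PCR on *Hspa1a* and *Hspa1b* was not analysed here.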

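Of the 9 guanylate binding protein genes, edgeR calls 0 higher with cytokines than with cytokines and NMMA in β-cells and 1 lower, with log2 changes between −1.17 and 0.85 (camera, adjusted p = 0.383 for the set). *Gbp2* stands at 1286 ± 42.2 CPM with NMMA added (−0.27, SE 0.25, edgeR, adjusted p = 0.498), and *Gbp5* changes by −0.12 (SE 0.15, edgeR, adjusted p = 0.625). Adjusted over the 9 genes alone, 2 are called lower. *Gbp4*, at −0.997 (SE 0.30, edgeR, adjusted p = 0.0506), is called lower by DESeq2 (5.8e-05) and with the replicate as a block (2.8e-05). *Icam1* is higher with nitric oxide at 1.29 (SE 0.29, edgeR, adjusted p = 0.0212). Across the genes of Figure 3G, 1 is called higher and 1 lower.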

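*Defb1* in β-cells stands at 455 ± 100.2 CPM with cytokines and NMMA (n = 2), a log2 change of 0.78 (SE 0.21, edgeR, adjusted p = 0.032). It is called in 4 of the 8 fits without 1 library, and scaling by total UMIs gives an adjusted p of 0.0775 for *Defb1*.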

An exception to this is the antimicrobial gene *Defb1*, which displays nitric oxide-dependent regulation by both scRNA-seq and by qRT-PCR following 18 h cytokine stimulation (Figure 3G and H).

**Figure 3.**
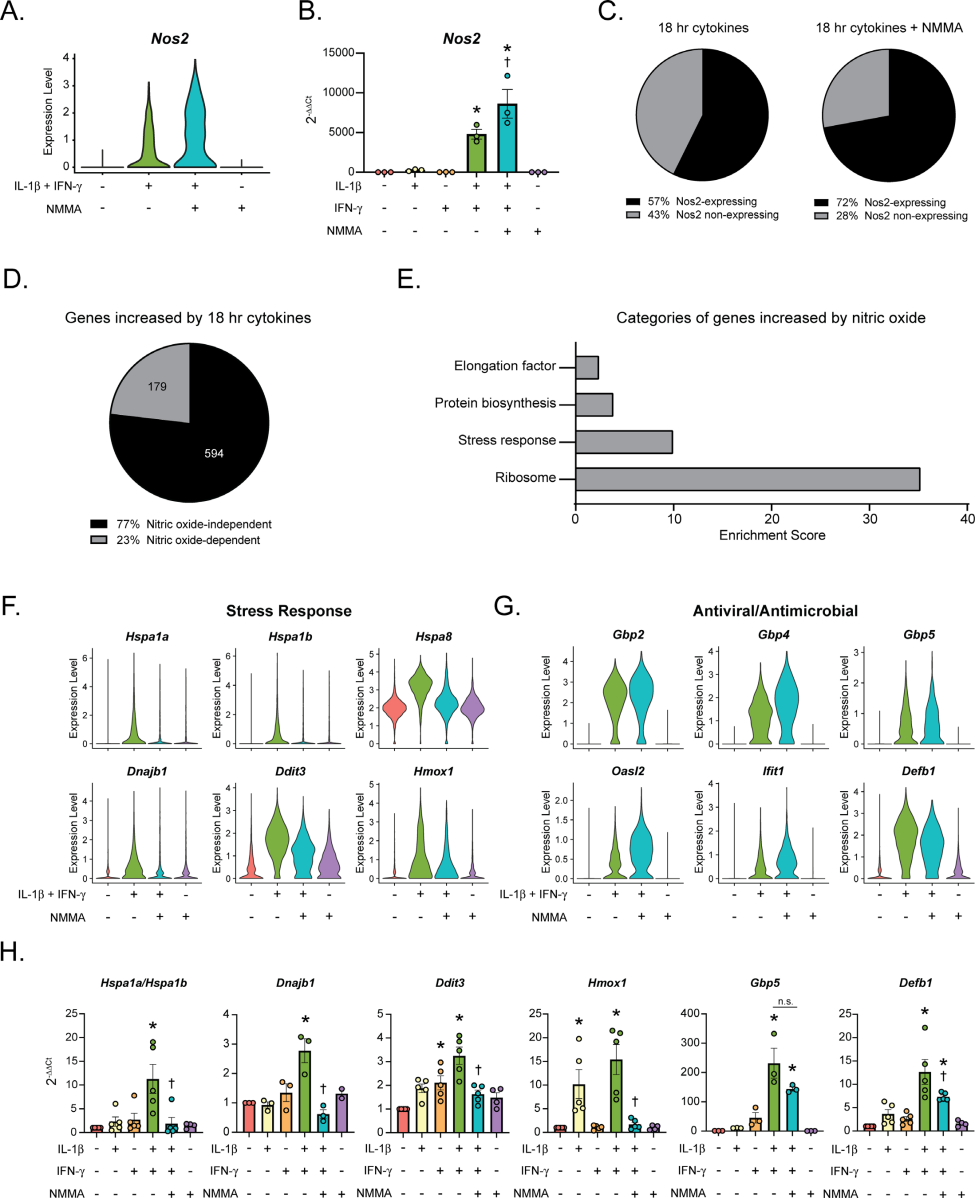
Nitric oxide-dependent gene expression changes in β-cells. (A) Violin plot showing expression level of *Nos2* mRNA in β-cells following indicated cytokine treatments (from scRNA-seq data). (B) *Nos2* mRNA accumulation determined by qRT-PCR in mouse islets treated with the indicated cytokine combinations for 18 h. Error bars represent SEM. Results are from three independent experiments. *P < 0.05 (vs untreated), ^†^*P* < 0.05 (vs. IL-1β + IFN-γ). (C) Pie charts indicating percentages of β-cells expressing *Nos2* mRNA following 18 h treatment with cytokines or with cytokines plus NMMA (from scRNA-seq data). (D) Pie chart showing the percentage of genes increased in β-cells following 18 h cytokine stimulation that are increased in a nitric oxide-dependent manner (from scRNA-seq data). Absolute number of genes are shown in the pie chart. Nitric oxide dependence was determined by differential expression analysis between β-cells treated with cytokines for 18 h and β-cells treated with cytokines combined with NMMA for 18 h. (E) Enriched categories among the genes significantly increased by nitric oxide in β-cells as assessed by DAVID analysis (from scRNA-seq data). (F and G) Violin plots showing the expression level of selected stress response genes (F) or protective genes (G) in β-cells from each of the four treatment groups (from scRNA-seq data). (H) Expression of selected genes (compared to *Gapdh* levels) determined by qRT-PCR using mouse islets treated as indicated for 18 h. Concentrations are as follows: 10 U/mL IL-1β, 150 U/mL IFN-γ, and 2 mM NMMA. Error bars represent SEM. Results are from three to five independent experiments with statistical significance indicated. *P < 0.05 (vs. untreated), ^†^*P* < 0.05 (vs. IL-1β + IFN-γ), n.s. (not significant).

### Factors Controlling β-cell Identity and Function are Decreased Following 18 h Cytokine Treatment

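All 8 genes drawn in Figure 4A are called lower in β-cells with cytokines against untreated, with log2 changes from −3.75 to −1.03 and a largest adjusted p of 0.000987 (edgeR). *Mafa* goes from 544 ± 107 to 40.5 ± 3.06 CPM (−3.75, SE 0.22, edgeR, adjusted p = 1.1e-05) and *Slc2a2* from 110.0 ± 32.7 to 9.36 ± 0.217 CPM (−3.56, SE 0.23, edgeR, adjusted p = 1.6e-05). *Pdx1* changes by −2.59 (SE 0.17, edgeR, adjusted p = 1.5e-05) and *Ucn3* by −2.66 (SE 0.19, edgeR, adjusted p = 2.2e-05). *Nkx2-2* (−1.63), *Isl1* (−1.49), *Pax6* (−1.42) and *Nkx6-1* (−1.03) fall less. As a set the identity genes have a mean log2 change of −2.26 (camera, adjusted p = 1.1e-06). Of the insulin genes, *Ins1* changes by −0.47 (SE 0.16, edgeR, adjusted p = 0.0341) and is called in 3 of the 8 fits without 1 library.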

Among the genes decreased by cytokines in β-cells are several involved in identity maintenance, including transcription factors (*Pdx1, Mafa, Nkx2-2, Nkx6-1, Isl1*, and *Pax6*), the β-cell glucose transporter (*Slc2a2*), and a gene associated with mature β-cells (*Ucn3*; Figure 4A) ^47–54^. We observed no increase in β-cell “disallowed genes” or other genes associated with β-cell “dedifferentiation” (Figure S3A and B) ^55–57^. 

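Of the 6 genes of Figure S3 (*Ldha*, *Slc16a1*, *Hk1*, *Gast*, *Neurog3* and *Aldh1a3*), 4 could be tested in β-cells for cytokines against untreated, and edgeR calls 1 higher and 1 lower. *Slc16a1* is higher at 2.57 (SE 0.60, edgeR, adjusted p = 0.00748), from 0.209 ± 0.132 to 1.14 ± 0.0176 CPM, and is called in 7 of the 8 fits without 1 library. *Neurog3* is lower (edgeR, adjusted p = 0.000397), with 92 UMIs untreated and 1 with cytokines. *Ldha* (0.69, adjusted p = 0.406) and *Aldh1a3* (−0.85, adjusted p = 0.477) are not called by edgeR. *Hk1* and *Gast* have too few UMIs to be tested, and the set has a median log2 change of −0.08 (camera, adjusted p = 0.878).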

Our sequencing analysis revealed that some of these identity genes are partially or completely dependent on nitric oxide (they are decreased in the cytokine-treated sample compared to the untreated sample and are increased in the sample treated with cytokines and NMMA compared to the sample treated with cytokines alone), while others appear to be nitric oxide-independent (Figure 4A). However, qRT-PCR analysis using intact mouse islets suggests that all genes assessed are primarily regulated by IL-1β with minimal contribution from nitric oxide (Figure 4B). 

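For cytokines against cytokines with NMMA, 5 of the 8 identity genes are lower with nitric oxide in β-cells, a count that stays at 5 when adjusted over the list alone. *Isl1* changes by −1.30 (SE 0.13, edgeR, adjusted p = 0.00157), *Pdx1* by −1.19 (SE 0.17, edgeR, adjusted p = 0.00397), *Mafa* by −1.16 (SE 0.20, edgeR, adjusted p = 0.00784), *Pax6* by −1.09 (SE 0.17, edgeR, adjusted p = 0.0058) and *Nkx2-2* by −0.78 (SE 0.14, edgeR, adjusted p = 0.00866). *Slc2a2* (−0.22, adjusted p = 0.533), *Nkx6-1* (−0.03, adjusted p = 0.909) and *Ucn3* (0.44, adjusted p = 0.129) are not called by edgeR. With NMMA added, *Mafa* stands at 90.4 ± 19.2 CPM and *Pdx1* at 46.7 ± 1.31 CPM. *Pdx1* has 123 ± 11.7 CPM in untreated cells. For *Mafa* and *Pdx1* the fall is thus smaller with NMMA added but not gone. The paper draws from Figure 4A that some identity genes depend on nitric oxide partly or completely and that others do not.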

In agreement, many of these identity genes were previously observed to be decreased in β-cells following 6 h cytokine exposure ^23^, when nitric oxide levels are low ^19^, again suggesting a primarily nitric oxide-independent regulation. Attenuation of known nitric oxide-dependent genes by the addition of NMMA, including *Hspa1a/Hspa1b* and *Hmox1* (Figure 3H), suggests that this discrepancy is not due to use of an ineffective inhibitor in the qRT-PCR analysis.

**Figure 4.**
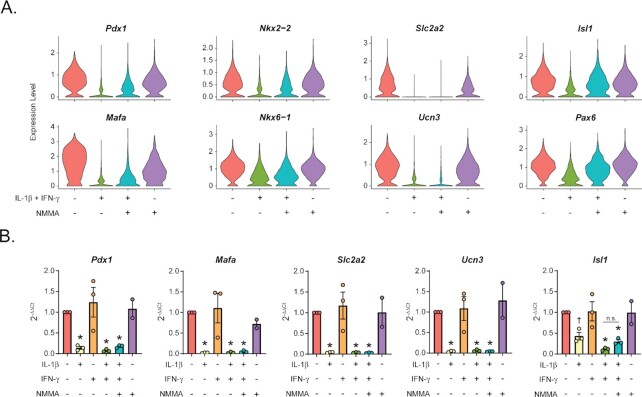
β-cell identity factors are decreased following 18 h cytokine stimulation. (A) Violin plots showing the expression level of selected identity genes in β-cells from each of the four treatment groups. (B) Expression of selected genes (compared to *Gapdh* levels) determined by qRT-PCR using mouse islets treated with the indicated treatments for 18 h. Concentrations are as follows: 10 U/mL IL-1β, 150 U/mL IFN-γ, and 2 mM NMMA. Error bars represent SEM. Results are from three independent experiments with statistical significance indicated. *P < 0.05 (vs. untreated), n.s. (not significant).

### Effects of Cytokines on Gene Expression in Non-β Endocrine Cells

We recently demonstrated that non-β endocrine cells (α-, δ-, and PP-cells) respond to acute (6 h) cytokine exposure in a manner very similar to β-cells ^23^. To better understand how non-β endocrine cells respond to 18 h cytokine exposure, we computationally combined Clusters 2 and 4 (α- and δ-cells, respectively) from the total dataset and analysed these populations following reclustering. Hormone gene expression in this subpopulation revealed a small cluster of contaminating β-cells. After removing those insulin-expressing cells, we were left with 1069 cells divided into three clusters of non-β endocrine cells enriched for α-, δ-, and PP-cells based on hormone gene expression (Figure 5A and B). Similarly to our original clustering analysis (Figure 1B and C), a pure *Ppy*-expressing population was difficult to identify, as the *Ppy*-enriched cluster also expressed *Gcg* (Figure 5B). 

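Here 1056 cells are left as non-β endocrine cells, 213, 56, 157 and 101 in replicate 1 (untreated, cytokines, cytokines with NMMA, NMMA) and 170, 79, 125 and 155 in replicate 2. They consist of the α-, δ- and PP-cells and of a cluster of 99 cells that holds markers of another type as well. That cluster makes up 29.4% of the non-β endocrine cells with cytokines and NMMA (3 of 157 in replicate 1 and 80 of 125 in replicate 2) and 11.1% of those with cytokines (0 of 56 and 15 of 79). The mix of types thus differs between conditions and between replicates. With cytokines 68.1% of the cells lie in 1 α-cell cluster, while untreated cells spread over 2 α-cell clusters (23.8% and 23.0%), 2 δ-cell clusters (21.1% and 11.7%) and the PP-cell cluster (18.3%). Their median depth is 11234, 14797, 17452 and 15941 UMIs in replicate 1 and 15158, 15869, 18273 and 13140 in replicate 2.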

We then performed differential expression analysis to determine genes significantly changed in response to each treatment (compared to the untreated sample; Table S4). 

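For non-β endocrine cells edgeR calls 737 genes higher and 338 lower with cytokines and NMMA against untreated. With NMMA alone it calls 0, DESeq2 calls 0, and 293 genes have an unadjusted p below 0.05. The fold changes of the paper's table for non-β endocrine cells follow the natural logarithm: against log2 changes of the same cells here their slope is 0.691, and against natural logarithms it is 0.997. The slope of its β-cell table to log2 is 0.989.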

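On their own, α-cells give 1314 genes higher and 908 lower with cytokines against untreated (edgeR, 9825 tested), and δ-cells 435 and 167 (9681 tested). Together the non-β endocrine cells give 2113 genes, against 2222 in α-cells and 602 in δ-cells. The counts for cytokines against cytokines with NMMA are 378 and 403 in α-cells and 153 and 102 in δ-cells. A mitochondrial limit of 20% leaves 2 genes in α-cells and 61 in δ-cells for this comparison, and finer clustering 60 in δ-cells. The α-cells of these conditions lie in different clusters, 98.9% of those with cytokines in 1 and 86.3% of those with cytokines and NMMA in another, which holds only cells of replicate 1. Simulations of cytokines against untreated held 200 changed genes, fewer than are called in the data. They recovered 26.0% of 2-fold changes in non-β endocrine cells, 19.2% in α-cells and 1.55% in δ-cells. The δ-cells with cytokines and the α-cells with cytokines and NMMA come from 1 library each, so their spread is taken from the other conditions. Scaling by total UMIs turns the split for α-cells with cytokines into 586 higher and 2859 lower, and for cytokines against cytokines with NMMA into 128 and 1519.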

We additionally performed differential expression analysis for α- and δ-cells individually (Tables S5 and S6), but found that, in general, the statistical power was greater when analysing all non-β endocrine cells as one group due to the relatively low number of non-β endocrine cells in the islets. 

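In non-β endocrine cells edgeR calls 1252 genes higher and 861 lower of 10991 tested with cytokines against untreated (DESeq2 1213 in all, and 3603 with an unadjusted p below 0.05). With total-count scaling edgeR gives 729 higher and 1870 lower, with a median shift of −0.36. A Wilcoxon test over cells gives 958 genes (413 higher, 545 lower) with the fold change limit on log2 values and 807 (338 and 469) with the same limit on natural logarithms. Without 1 library the count runs from 1087 to 1940. By fitted log2 values the 5 largest increases start with *Nos2* (at least 151-fold), *Gbp5* (at least 136-fold) and *Tgtp1* (at least 95.3-fold). *Iigp1* (ratio 611, interval 208 to 2971) and *Gbp4* (log2 9.45) follow. The bounds do not fix a rank, since *Gbp10* has a ratio of 319 (interval 56.3 to 12696). By fitted log2 values the 5 largest decreases start with *Rap1gapos* (at least 8.04-fold), *Klf2* (at least 5.78-fold) and *Hs3st6* (at least 5.50-fold). *Ugt2b35* (at least 5.22-fold) and *Hist1h2ac* (at least 5.08-fold) follow. All are against 0 UMIs with cytokines, so only these bounds are known and they do not establish a rank.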

In total, 881 genes (341 increased and 540 decreased) were significantly changed in non-β endocrine cells in response to 18 h cytokine stimulation compared to no cytokine stimulation. Similar to our analysis with the β-cell population, we used DAVID to identify enriched categories of genes changed by cytokine treatment. 

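In non-β endocrine cells the 10 genes of Figure 5C are all called higher with cytokines against untreated, with log2 changes between 1.97 and 8.04 (edgeR, largest adjusted p = 0.00985). *Icam1* changes by 8.04 (SE 0.67, edgeR, adjusted p = 0.000249) and *Defb1* by 4.10 (SE 0.36, edgeR, adjusted p = 5.1e-05). Of the 9 guanylate binding protein genes, 8 are called, with a mean log2 change of 7.67 for the set (camera, adjusted p = 5.0e-13). *Gbp5* (ENSMUSG00000105504, chromosome 3 142493978–142522344, plus strand) has 172 UMIs with cytokines and 0 untreated (edgeR, adjusted p = 4.1e-07). *Gbp2* changes by 8.96 (SE 0.79, edgeR, adjusted p = 0.000903), *Gbp3* by 6.72 (SE 0.77, edgeR, adjusted p = 0.00414), *Gbp4* by 9.45 (SE 0.98, edgeR, adjusted p = 0.00337), *Gbp7* by 4.45 (SE 0.32, edgeR, adjusted p = 1.8e-06) and *Gbp8* by 5.54 (SE 0.41, edgeR, adjusted p = 8.6e-06). *Gbp6* is not called at 7.34 (SE 1.63, edgeR, adjusted p = 0.0504), but is called by DESeq2 (0.000332), with the replicate as a block (0.0371), with scaling by total UMIs (0.0449) and when adjusted over the list of 9 genes alone. Between cytokines and cytokines with NMMA edgeR calls 0 of the 9 higher and 0 lower, and the same holds over the list alone.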

As expected, guanylate binding proteins and other antiviral or immune-associated genes were increased in non-β endocrine cells following 18 h cytokine stimulation (Figure 5C and D). These genes, as in β-cells, are highly inducible, expressed in fewer than 20% of cells basally but increased to greater than 60% following cytokine stimulation in several cases (Figure 5E). Many of these genes were increased in α- and δ-cells after acute cytokine exposure ^23^. 

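At 7000 UMIs per non-β endocrine cell, the 7 genes of Figure 5E (*Defb1*, *Ifit1*, *Oasl2*, *Gbp2*, *Gbp3*, *Gbp4* and *Gbp6*) are found in 0.798 to 8.63% of untreated cells and in 21.2 to 74.7% with cytokines, 4 of them above 60%. Without thinning the ranges are 0.998 to 15.4% and 27.8 to 77.6%, with 5 above 60%. *Gbp4* goes from 1.60% (0.330 to 4.59%) of 188 cells and 0% (0 to 2.64%) of 138 cells to 81.2% (67.4 to 91.0%) of 48 cells and 68.1% (56.0 to 78.6%) of 72 cells (95% Clopper-Pearson intervals), and *Gbp6* from 0% and 4.35% to 66.7% and 66.7%. β-cells at the same 7000 UMIs have *Gbp2* in 1.14% and 1.72% untreated and 91.8% and 79.0% with cytokines, against 1.06% and 0.725% and 83.3% and 63.9% of non-β endocrine cells.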

Mirroring the β-cell population, nearly 20% of the genes increased in non-β endocrine cells following 18 h cytokine stimulation fell into the category of ribosomal proteins (Figure 5F). 

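The ribosomal set has a mean log2 change of 0.93 in non-β endocrine cells (camera, adjusted p = 4.7e-19). Ribosomal protein genes are 60 of the 1252 genes called higher (4.79%), 78 of the 413 from the Wilcoxon test over cells (18.9%), and 10 when untreated replicate 1 is left out. Of the 10 genes of Figure 5F, edgeR calls 4 higher, and 6 when adjusted over the list alone, with log2 changes between 0.70 and 1.31. *Rpl13a* (0.70, adjusted p = 0.88), *Rps28* (1.02, adjusted p = 0.62) and *Rpl27* (0.89, adjusted p = 0.759) are not called by edgeR, and are called with the replicate as a block (3.9e-05, 2.5e-07 and 1.9e-06).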

Genes associated with a cellular stress response (including a number of heat shock proteins, *Ddit3*, and *Hmox1*) are also increased, not only in terms of expression level, but also in terms of the percentage of cells expressing the transcripts (Figure 5G and H). These results suggest that both β- and non-β endocrine cells respond in a similar manner to cytokine stimulation. Indeed, of the 341 genes increased in non-β endocrine cells following 18 h cytokine exposure, 292 of them (86%) are also increased in β-cells (Figure 5I).

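The stress response set has a mean log2 change of 2.25 in non-β endocrine cells (camera, adjusted p = 4.4e-09), and of the 10 genes of Figure 5G edgeR calls 8, or 10 over the list alone. *Hmox1* goes from 15.2 ± 3.22 to 142 ± 37.2 CPM with cytokines (3.20, SE 0.28, edgeR, adjusted p = 2.0e-06), and *Ddit3* from 39.4 ± 14.3 to 234 ± 90.5 CPM (2.55, SE 0.40, edgeR, adjusted p = 0.00405). *Hspa8* changes by 1.34 (SE 0.26, edgeR, adjusted p = 0.00257) and *Hsph1* by 1.96 (SE 0.21, edgeR, adjusted p = 1.5e-05). *Dnajb1* (2.64, SE 0.43, edgeR, adjusted p = 0.00534) is called in 4 of the 8 fits without 1 library and *Hspa1b* (4.33, SE 0.79, edgeR, adjusted p = 0.0263) in 2 of the 8, while *Hspa1a* is not called at 4.22 (SE 1.25, edgeR, adjusted p = 0.0971). At 7000 UMIs per cell, *Hspa1a* is found in 4.79% (2.21 to 8.89%) of 188 cells and 7.25% (3.53 to 12.9%) of 138 cells untreated and in 68.8% (53.7 to 81.3%) of 48 cells and 38.9% (27.6 to 51.1%) of 72 cells with cytokines (95% Clopper-Pearson intervals). *Hmox1* goes from 6.91% and 8.70% to 33.3% and 36.1% of cells and *Ddit3* from 17.0% and 23.2% to 64.6% and 54.2%.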

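Of the 1252 genes called higher with cytokines in non-β endocrine cells, 1082 (86.4%) are also called higher in β-cells, where chance would give 317, and 3 are called lower in β-cells. The Wilcoxon test over cells shares 329 (79.7%), and the alternatives give from 54.3% (Bonferroni) to 91.1% (DESeq2). Over the 10805 genes tested in both classes the log2 changes have a Pearson correlation of 0.796, and 77.3% have the same sign. Cells of both classes come from the same libraries, so their errors are shared. A direct test of the difference between classes goes by sign, so a stronger fall in β-cells counts as lower. It calls 101 genes with a higher log2 change in β-cells and 144 with a lower one (edgeR). Scaling by total UMIs turns this split to 232 and 71, and leaving out hormone genes to 126 and 107. With TMM scaling and all genes the test is called for 245 genes of 13023 (DESeq2 125). Among those with the smallest adjusted p are *Btg1* (−0.71 in β-cells and 1.34 in non-β endocrine cells), *Pdzk1ip1* (2.07 in β-cells and −0.04 in non-β endocrine cells), *Slc4a7* (−0.69 in β-cells and 1.07 in non-β endocrine cells) and *Igsf8* (−1.22 in β-cells and 0.88 in non-β endocrine cells), each with an edgeR adjusted p of 0.000128 or less. The paper proposes from its gene categories that β-cells and non-β endocrine cells answer cytokines in much the same way. It adds the overlap of Figure 5I to this.

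**Figure D3:**
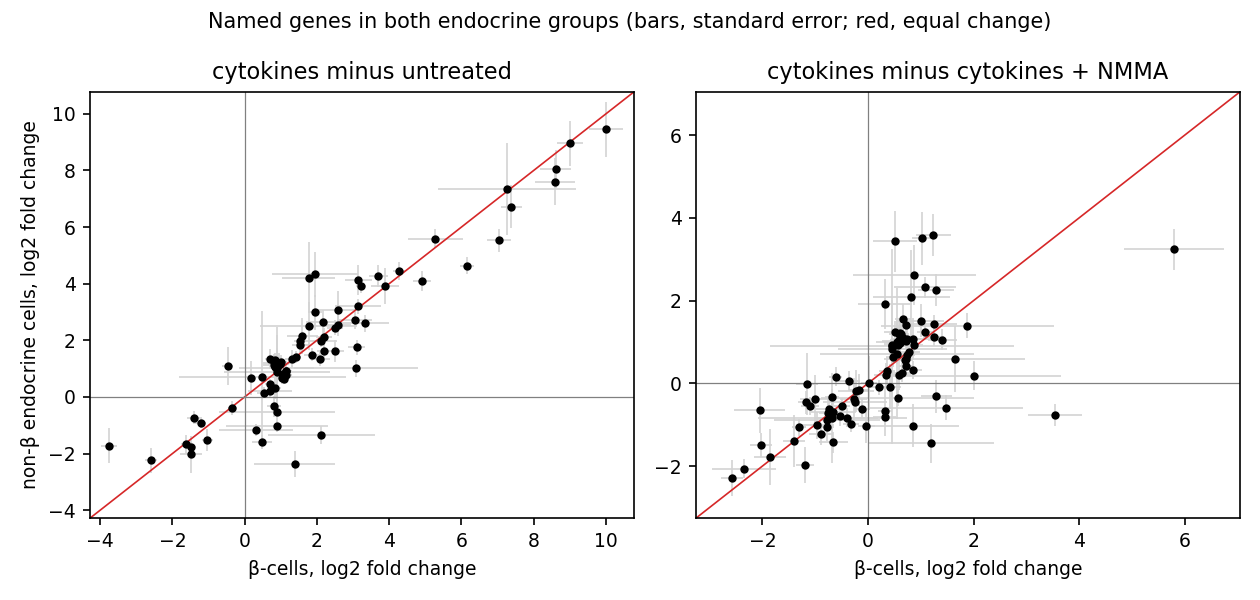
Log2 changes of named genes in β-cells against non-β endocrine cells, for cytokines against untreated (83 genes, 75 with the same sign) and for cytokines against cytokines with NMMA (93 genes, 81 with the same sign). Genes with more than 3 UMIs in every group are drawn.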

**Figure 5.**
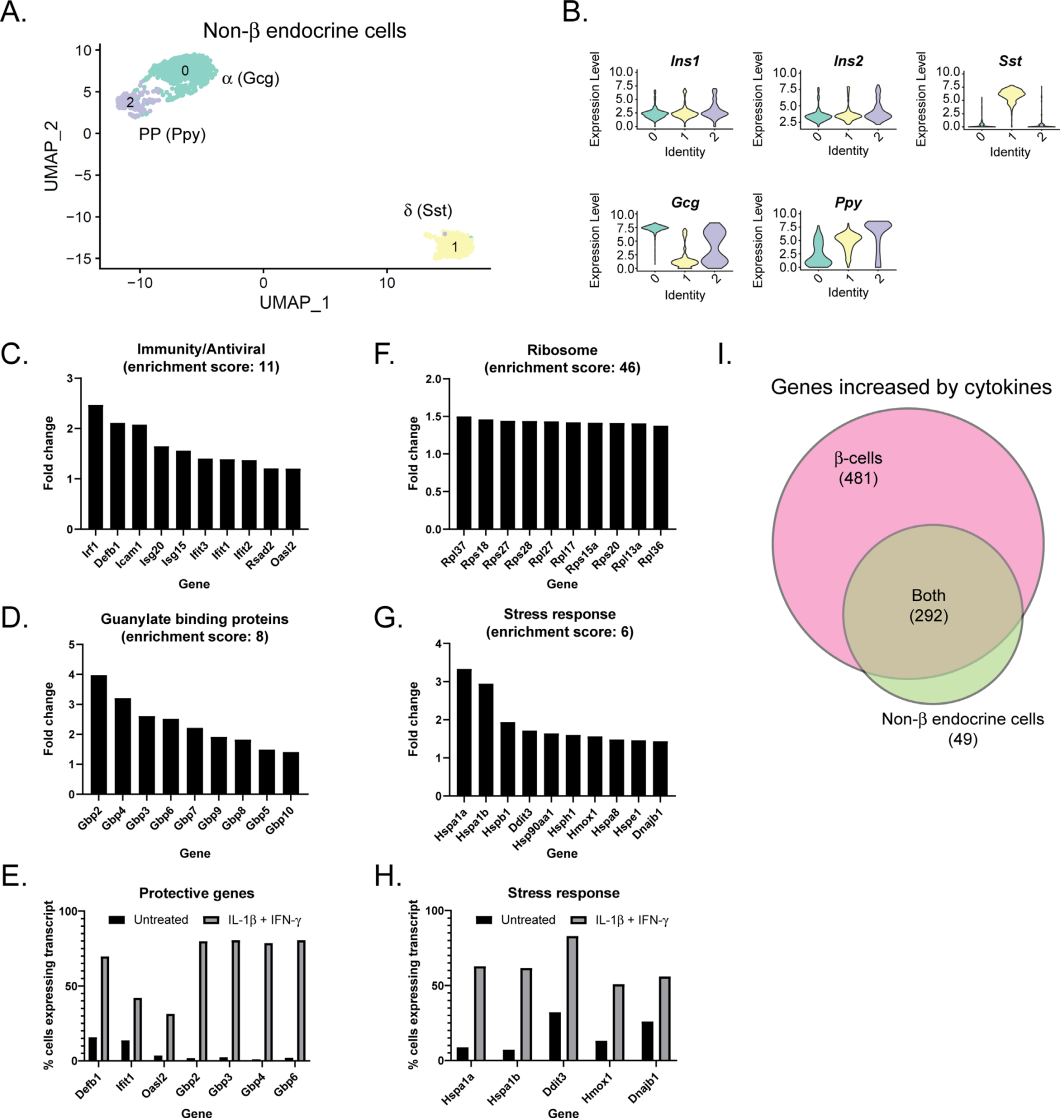
Categories of genes changed in non-β endocrine cells following 18 h cytokine treatment. (A–B) α-, δ-, and PP-cells were computationally isolated from the complete dataset and reclustered. A total of 1069 cells (373 untreated, 159 treated with cytokines, 263 treated with cytokines together with NMMA, and 274 treated with NMMA alone) were used in this analysis. UMAP plot depicting clusters of non-β endocrine cells. Cell identity was assigned based on enrichment for genes indicated (A). Violin plots indicating expression levels of *Ins1, Ins2, Gcg, Sst*, and *Ppy* mRNA in each of the three clusters (B). (C, D, F, and G) Genes that were significantly different in non-β endocrine cells following 18 h cytokine stimulation compared to untreated cells were subjected to functional annotation clustering using the Database for Annotation, Visualization and Integrated Discovery (DAVID). Fold change (over untreated) of representative genes in the selected enriched categories of Immunity/antiviral (C), Guanylate binding protein (D), Ribosome (F), and Stress response (G) are shown. (E and H) Percent of non-β endocrine cells expressing selected genes involved in protection (E) or stress response (H) in the untreated or cytokine-treated conditions. (I) Venn diagram comparing the genes increased in β-cells following 18 h cytokine treatment compared to those also increased or decreased in non-β endocrine cells.

### Non-β Endocrine Cells Express iNOS in Response to Cytokines

Although β-cells are thought to be the islet endocrine source of cytokine-derived nitric oxide ^22,34,35^, we have previously observed *Nos2* gene expression in a subset of α-, δ-, ad PP-cells after acute cytokine treatment ^23^. 

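In non-β endocrine cells *Nos2* has 0 UMIs untreated and 192 with cytokines (edgeR, adjusted p = 0.0392). It is called in 4 of the 8 fits without 1 library and is not called with the replicate as a block (0.245). NMMA raises it from 114 ± 70.2 to 291 ± 98.5 CPM (n = 2 each), and cytokines against cytokines with NMMA is −1.39 (SE 0.63, edgeR, adjusted p = 0.337), which is not called. In α-cells *Nos2* has 96 UMIs with cytokines and 0 untreated, at least 61.2-fold (edgeR, adjusted p = 0.384, or 2.9e-17 with the replicate as a block). In δ-cells there are 35 UMIs against 0, at least 91.5-fold (edgeR, adjusted p = 0.00771). Between cytokines and cytokines with NMMA, α-cells give −1.12 (adjusted p = 0.814) and δ-cells −1.46 (adjusted p = 0.275) for *Nos2* (edgeR).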

Consistently, *Nos2* mRNA is increased in non-β endocrine cells following 18 h cytokine treatment and is further augmented with the addition of NMMA (Figure 6A). Specifically, 32% of α-cells and 60% of δ-cells express *Nos2* in response to cytokines, and these percentages increase to 40% and 78%, respectively, in the presence of NMMA (Figure 6B and C). 

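At 8000 UMIs per α-cell, *Nos2* is found in 30.8% (17.0 to 47.6%) of 39 cells and 10% (2.79 to 23.7%) of 40 cells with cytokines, and in 32.6% (23.0 to 43.3%) of 89 cells with cytokines and NMMA (replicate 1 only). At 7000 UMIs per δ-cell it is found in 41.7% (15.2 to 72.3%) of 12 cells with cytokines (replicate 2 only), and in 69.6% (55.9 to 81.2%) of 56 cells and 73.0% (55.9 to 86.2%) of 37 cells with cytokines and NMMA (all 95% Clopper-Pearson intervals). With cytokines *Nos2* is in 59.7% of δ-cells under a mitochondrial limit of 20% and in 59.7% under finer clustering. Without thinning the mean shares are 30.9% and 40.9% in α-cells, and 41.7% and 78.7% in δ-cells. No untreated α- or δ-cell has a *Nos2* UMI, with upper limits of 4.51% and 4.11% for α-cells and 4.86% and 9.49% for δ-cells (replicates 1 and 2).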

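At a common depth of 7000 UMIs per cell, *Nos2* is found with cytokines in 42.2% and 37.3% of β-cells (replicates 1 and 2), 25% and 11.4% of α-cells and 41.7% of the 12 δ-cells of replicate 2. With NMMA added the shares are 61.9% and 57.0% in β-cells, 69.6% and 73.0% in δ-cells and 30.8% in the α-cells of replicate 1. *Gbp2* is found with cytokines in 91.8% and 79.0% of β-cells and 80% and 63.6% of α-cells at that depth. Median depth before thinning was 16188 and 13659 UMIs for α-cells with cytokines.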

In agreement with our previous studies, β- and δ-cells appear to be more responsive to cytokines than α-cells, as greater subpopulations of these two cell types express detectable levels of cytokine-stimulated *Nos2* mRNA ^23^. Further, we observed colocalization of somatostatin with iNOS by immunofluorescence microscopy in dissociated mouse islet cells following 18 h stimulation with IL-1β and IFN-γ (Figure 6D). To our knowledge, this is the first demonstration of cytokine-stimulated iNOS protein expression in islet non-β endocrine cells. Colocalization of iNOS with glucagon in dissociated mouse islet cells is limited, likely because the levels of iNOS in glucagon-containing cells appear to be only slightly above the background level, although some examples can be found (Figure S4). This observation is consistent with the lower percentage of α-cells that increase *Nos2* expression following cytokine treatment, as compared to the percentage of β- and δ-cells (Figures 3C, 6B and C). Together, these results suggest that islet endocrine cells other than β-cells express iNOS mRNA and protein in response to cytokine exposure.

**Figure 6.**
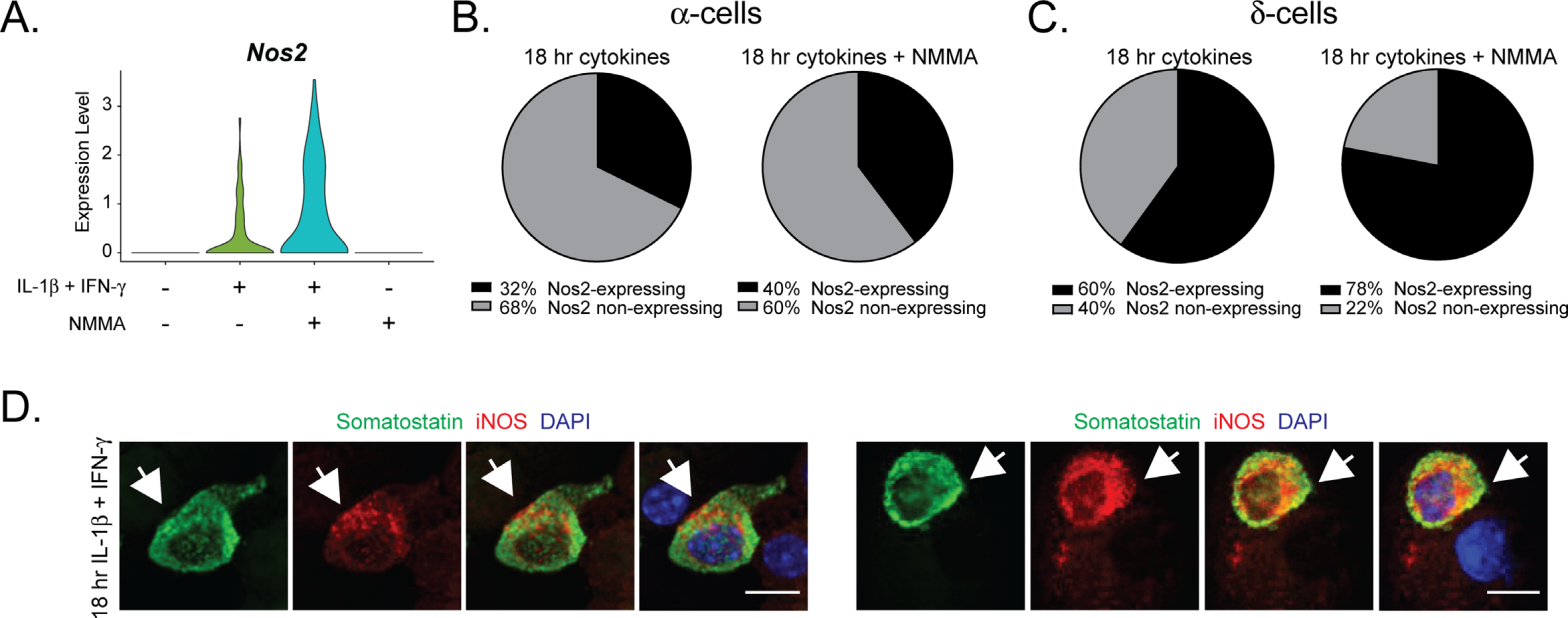
iNOS expression in non-β endocrine cells. (A) Violin plot showing expression level of *Nos2* mRNA in non-β endocrine cells following indicated cytokine treatments (from scRNA-seq data). (B and C) Pie charts indicating percentages of α-cells (B) or δ-cells (C) expressing *Nos2* mRNA following 18 h treatment with cytokines or with cytokines plus NMMA (from scRNA-seq data). (D) Immunofluorescence images showing examples of dissociated mouse islet cells with co-localization of somatostatin and iNOS protein following 18 h cytokine treatment. Arrowheads indicate somatostatin-containing cells also containing iNOS. Scalebar = 10 μm.

### Nitric Oxide-Dependent Gene Expression Changes in Non-β Endocrine Cells

Since islet non-β endocrine cells appear to express *Nos2* mRNA and iNOS protein following cytokine exposure, we hypothesized that they may also display nitric oxide-dependent gene expression changes. Indeed, of the 341 genes significantly increased in response to cytokines in non-β endocrine cells, 108, or approximately 32%, were increased in a nitric oxide-dependent manner (Figure 7A). 

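For cytokines against cytokines with NMMA, edgeR calls 470 genes higher and 481 lower in non-β endocrine cells (DESeq2 529 in all, and 2667 with an unadjusted p below 0.05). With total-count scaling edgeR gives 188 and 1305. Of the 1252 genes increased by cytokines, 378 (30.2%) are higher in both comparisons. The Wilcoxon test over cells gives 118 (28.6% of 413), scaling by total UMIs 130, the replicate as a block 758, and leaving out 1 library from 85 (cytokines with NMMA replicate 2) to 460. The 5 largest increases with cytokines over cytokines with NMMA are *Creb5* (log2 3.73), *Atoh8* (ratio 10.8, interval 3.00 to 58.3), *Dusp4* (log2 3.57), *Myc* (log2 3.50) and *Npas4* (log2 3.43). By fitted log2 values the largest decreases include *Klf2* (at least 4.49-fold), *Hapln4* (at least 4.05-fold), *3110045C21Rik* (at least 3.76-fold) and *Pcdhgb4* (at least 3.33-fold). Only these bounds are known, so their rank is not established.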

DAVID analysis of the nitric oxide-dependent genes revealed enriched categories of Ribosome, Chaperone, Stress response, and Translation regulation (Figure 7B). 

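For cytokines against cytokines with NMMA in non-β endocrine cells, the ribosomal set has a mean log2 change of 0.93 (camera, adjusted p = 8.5e-28, 55 genes called) and the stress response set 1.44 (camera, adjusted p = 2.8e-09, 6 called). Ribosomal protein genes are 54 of the 378 nitric oxide-dependent genes (14.3%), or 76 of 118 from the Wilcoxon test (64.4%). They are 29 of 130 with scaling by total UMIs, 4 of 91 and 10 of 85 without cytokines with NMMA replicate 1 or 2, and 10 of 186 without untreated replicate 1. *Hmox1* changes by 2.32 (SE 0.26, edgeR, adjusted p = 0.000318), *Ddit3* by 2.26 (SE 0.39, edgeR, adjusted p = 0.0143) and *Hsph1* by 1.44 (SE 0.21, edgeR, adjusted p = 0.00102). *Dnajb1* (1.52, SE 0.41, edgeR, adjusted p = 0.0632), *Hspa1a* (2.08, SE 1.13, edgeR, adjusted p = 0.363) and *Hspa1b* (2.62, SE 0.73, edgeR, adjusted p = 0.114) are not called, though DESeq2 calls *Dnajb1* (0.00261) and *Hspa1b* (0.00651). So 3 of the 6 genes are called, 5 over the list alone. *Hspa8* (1.06, SE 0.26, edgeR, adjusted p = 0.0226) and *Hsp90aa1* (1.13, SE 0.23, edgeR, adjusted p = 0.00786) are also called.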

Expression patterns of heat shock proteins (*Hspa1a, Hspa1b, Hsph1*, and *Dnajb1*), heme oxygenase 1 (*Hmox1*), and Chop (*Ddit3*) are nearly identical to the expression patterns observed in β-cells (Figures 7C and 3F). 

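Of the 378 nitric oxide-dependent genes of non-β endocrine cells, 230 (60.8%) are also nitric oxide-dependent in β-cells, where chance would give 31.2. The Wilcoxon test over cells shares 70 of 118 (59.3%), scaling by total UMIs 51 (39.2%), and leaving out cytokines replicate 1 gives 17.2%, cytokines with NMMA replicate 1 39.6%. Over 10805 genes the log2 changes of cytokines against cytokines with NMMA correlate at 0.553 between the classes, and 70.8% have the same sign. The signed log2 change with nitric oxide is higher in β-cells than in non-β endocrine cells for 69 genes and lower for 73 (edgeR). Scaling by total UMIs gives 108 and 35, and leaving out hormone genes 86 and 59. With TMM scaling and all genes the effect differs for 142 genes (DESeq2 99, 61 higher and 38 lower in β-cells). The 5 with the smallest adjusted p are *Cxcl2* (3.54 in β-cells and −0.76 in non-β endocrine cells), *Cxcl1* (2.11 in β-cells and −1.93 in non-β endocrine cells), *Cfb* (0.63 in β-cells and −1.12 in non-β endocrine cells), *Ifitm2* (−0.65 in β-cells and −2.21 in non-β endocrine cells) and *4930539E08Rik* (−2.50 in β-cells and −0.37 in non-β endocrine cells), each with an edgeR adjusted p of 1.3e-05 or less. The change of *Cxcl2* in non-β endocrine cells is not called (edgeR, adjusted p = 0.098), and it turns to 2.47 (edgeR, adjusted p = 0.00976) with a mitochondrial limit of 20% and 1.69 (edgeR, adjusted p = 0.0379) with finer clustering. The paper takes the shared genes of Figure 7D to mean that all islet endocrine cells experience nitric oxide signaling, and words this as a proposal.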

In fact, of the 108 genes increased in non-β endocrine cells in a nitric oxide-dependent manner, 56 genes (52%) are also increased in β-cells in a nitric oxide-dependent manner (Figure 7D) suggesting that all islet endocrine cells experience nitric oxide signaling in response to cytokine stimulation. However, assessment of the expression pattern of these genes in non-endocrine cells captured in our dataset reveals a lack of nitric oxide dependent regulation (Figure S5), suggesting that nitric oxide signaling in response to cytokine exposure is selective for islet endocrine cells.

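In non-endocrine cells edgeR calls 0 genes for cytokines against cytokines with NMMA, with 341 genes at an unadjusted p below 0.05 and 0 called by DESeq2. Endothelial cells alone give 0 (edgeR), 365 unadjusted and 3 by DESeq2, and macrophages 2, both lower, 1 of them *Nos2* at −2.95 (SE 0.43, edgeR, adjusted p = 0.0179). With the replicate as a block edgeR calls 15 genes in endothelial cells and 66 in macrophages, and without 1 library up to 21 and 16. With cytokines against untreated, non-endocrine cells have 380 genes higher and 124 lower, and these turn into 275 and 236 with scaling by total UMIs. Among them *Gbp2* changes by 7.05 (SE 0.44, edgeR, adjusted p = 2.6e-06) and *Gbp5* has a ratio of 893 (95% counting interval 159.7 to 35343) (edgeR, adjusted p = 9.6e-07). Power is low in these classes. Simulations of cytokines against untreated with 200 changed genes recovered 6.19% of 2-fold changes in non-endocrine cells, 10.7% in macrophages and 1.59% in endothelial cells. Recovery was not simulated for cytokines against cytokines with NMMA. Of the 6 genes of Figure S5, 0 are called by edgeR (1 over the list alone), with log2 changes between −0.08 and 2.21, as in *Hmox1* (0.27, adjusted p = 1), *Ddit3* (−0.08, adjusted p = 1), *Hspa8* (0.10, adjusted p = 1) and *Hspa1a* (2.21, adjusted p = 1). The stress response set is higher with nitric oxide at a mean log2 change of 0.44 (camera, adjusted p = 0.00714), which fry does not call (0.104). The effect of nitric oxide differs between β-cells and non-endocrine cells for 133 genes of 13682 (edgeR, DESeq2 76). The signed log2 change is higher in β-cells for 42 of them and lower for 91, and scaling by total UMIs gives 23 and 152. Genes lower in β-cells have a median log2 change of −1.34 there and 0.21 in non-endocrine cells. The 5 with the smallest adjusted p are *Fos* (−3.03 in β-cells and 0.53 in non-endocrine cells), *Egr1* (−2.13 in β-cells and 0.28 in non-endocrine cells), *Clec2d* (−2.04 in β-cells and −0.18 in non-endocrine cells), *Iigp1* (−2.02 in β-cells and 0.01 in non-endocrine cells) and *Tgtp2* (−2.29 in β-cells and 0.10 in non-endocrine cells), each with an edgeR adjusted p of 9.8e-06 or less. The paper proposes from Figure S5 that nitric oxide signaling is selective for islet endocrine cells.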

**Figure 7.**
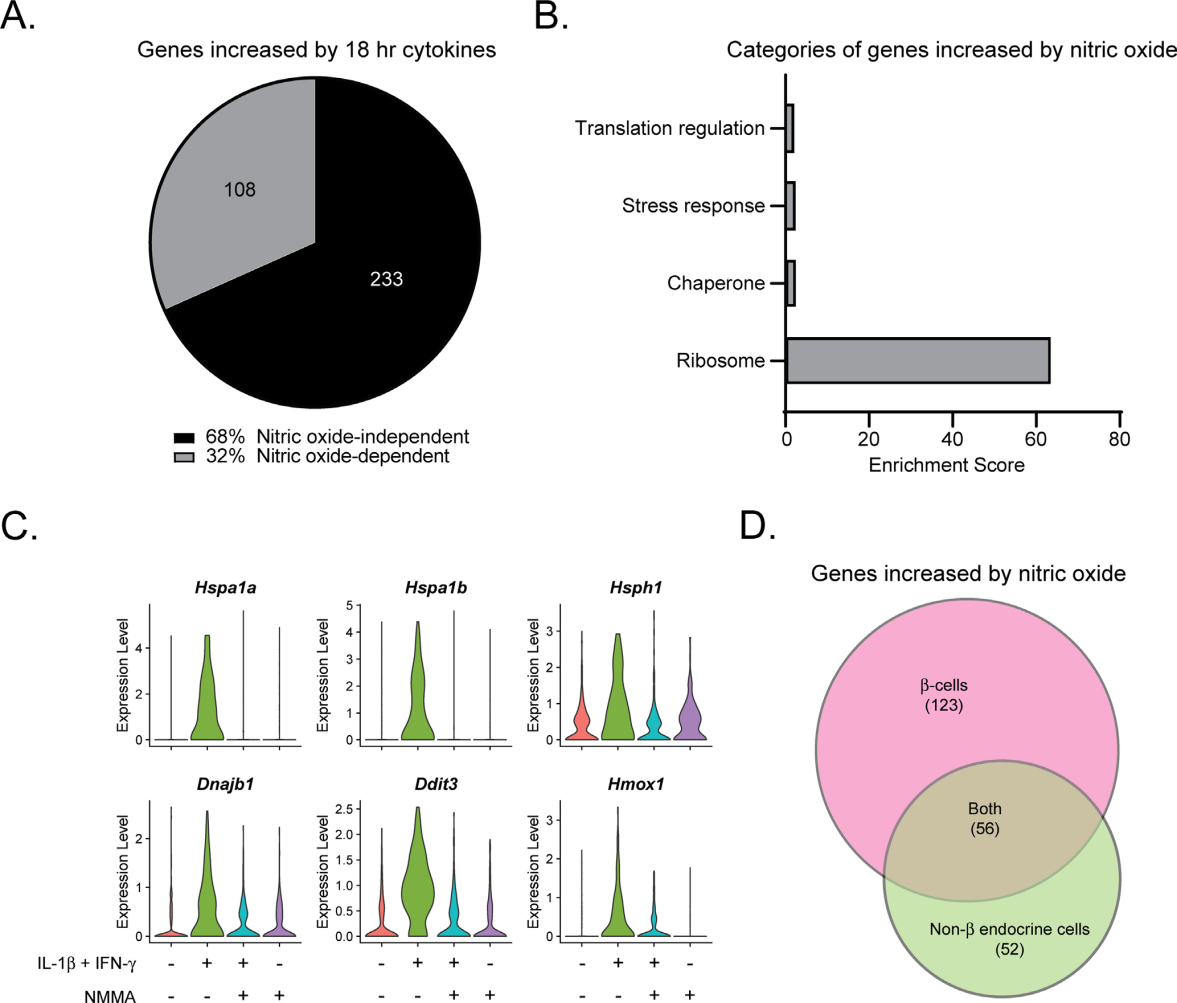
Nitric oxide-dependent gene expression changes in non-β endocrine cells. (A) Pie chart showing the percentage of genes increased in non-β endocrine cells following 18 h cytokine stimulation that are increased in a nitric oxide-dependent manner. Absolute number of genes are shown in the pie chart. (B) Enriched categories among the genes significantly increased by nitric oxide in non-β endocrine cells as assessed by DAVID analysis. (C) Violin plots showing the expression level of selected genes in non-β endocrine cells from each of the four treatment groups. (D) Venn diagram comparing genes increased in β-cells by nitric oxide to those increased in non-β endocrine cells by nitric oxide.

### Genes Controlling Non-β Endocrine Cell Identity and Function are Decreased Following 18 h Cytokine Treatment

Because we observed decreased expression of several genes involved in β-cell identity maintenance after 18 h cytokine exposure (Figure 4), we hypothesized that the same will be true for non-β endocrine cells. Indeed, *Arx, Mafb*, and *Irx2*, transcription factors regulating α-cell specification and glucagon expression, are decreased in the α-cell population in response to 18 h stimulation with IL-1β and IFN-γ (Figure 8A) ^58–60^. 

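In α-cells with cytokines against untreated, *Irx2* goes from 142 ± 11.7 to 50.1 ± 12.8 CPM (−1.49, SE 0.29, edgeR, adjusted p = 0.0014). *Isl1* is lower as well, at −1.35 (SE 0.23, edgeR, adjusted p = 0.000381). *Gcg* itself is higher at 0.78 (SE 0.22, edgeR, adjusted p = 0.0177), called in 3 of the 7 fits without 1 library, and is not called with scaling by total UMIs (0.462). Across all non-β endocrine cells *Irx2* changes by −1.17 (SE 0.23, edgeR, adjusted p = 0.00234).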

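For cytokines against cytokines with NMMA in α-cells, where NMMA is represented by replicate 1 alone, *Irx2* changes by −1.28 (SE 0.33, edgeR, adjusted p = 0.0248) and is lower with nitric oxide. Across non-β endocrine cells it changes by −0.88 (SE 0.23, edgeR, adjusted p = 0.0282). This value turns to 1.05 with a mitochondrial limit of 20% and to 0.77 with finer clustering. Both settings leave far fewer α-cells of cytokines with NMMA in replicate 1, so the mix of types changes with them. Whether that turns the value was not tested.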

Similar to the β-cell identity factors, these α-cell identity factors appeared to be regulated by nitric oxide when assessed by scRNA-seq. However, qRT-PCR analysis of *Arx* in mouse islets suggests minimal regulation of this gene by nitric oxide (Figure 8B). This is consistent with our previous study suggesting that repression of islet identity factors by IL-1β is nitric oxide-independent ^23^. *Hhex, Pdx1*, and *Isl1*, transcription factors controlling δ-cell specification and identity maintenance, are decreased in the δ-cell population following 18 h cytokine treatment (Figure 8C) ^60–63^. 

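In δ-cells, where cytokines alone are represented by 12 cells of replicate 2, *Hhex* changes by −1.84 (SE 0.36, edgeR, adjusted p = 0.00208) with cytokines against untreated, *Pdx1* by −1.70 (SE 0.45, edgeR, adjusted p = 0.0246) and *Isl1* by −3.07 (SE 0.35, edgeR, adjusted p = 4.4e-06). Untreated δ-cells lie in 2 clusters (63.8% and 35.4%) and 85.7% of those with cytokines in another, which has 1 δ-cell marker among its 10 leading genes. Across non-β endocrine cells *Hhex* changes by −2.38 (SE 0.45, edgeR, adjusted p = 0.00574), *Pdx1* by −2.24 (SE 0.43, edgeR, adjusted p = 0.00348) and *Isl1* by −1.78 (SE 0.20, edgeR, adjusted p = 2.4e-05). Of these cells δ-cells are 85 of 213 and 42 of 170 untreated (replicates 1 and 2). With cytokines they are 9 of 56 and 12 of 79, so part of the pooled falls can come from the mix of types. *Sst* is lower in δ-cells at −1.18 (SE 0.35, edgeR, adjusted p = 0.0483), called in 2 of the 6 fits without 1 library. Between cytokines and cytokines with NMMA, *Isl1* is lower with nitric oxide in δ-cells (−1.58, SE 0.35, edgeR, adjusted p = 0.0118), and *Hhex* (−0.76, adjusted p = 0.345) and *Pdx1* (−1.14, adjusted p = 0.249) are not called.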

Again, scRNA-seq analysis suggests nitric oxide-dependent repression of these identity factors, but qRT-PCR analysis of *Hhex* using mouse islets suggests nitric oxide-independent regulation (Figure 8D). Together with data presented in Figure 4, these results suggest that cytokines repress identity factors of non-β islet endocrine cells in a manner that is primarily nitric oxide-independent.

**Figure 8.**
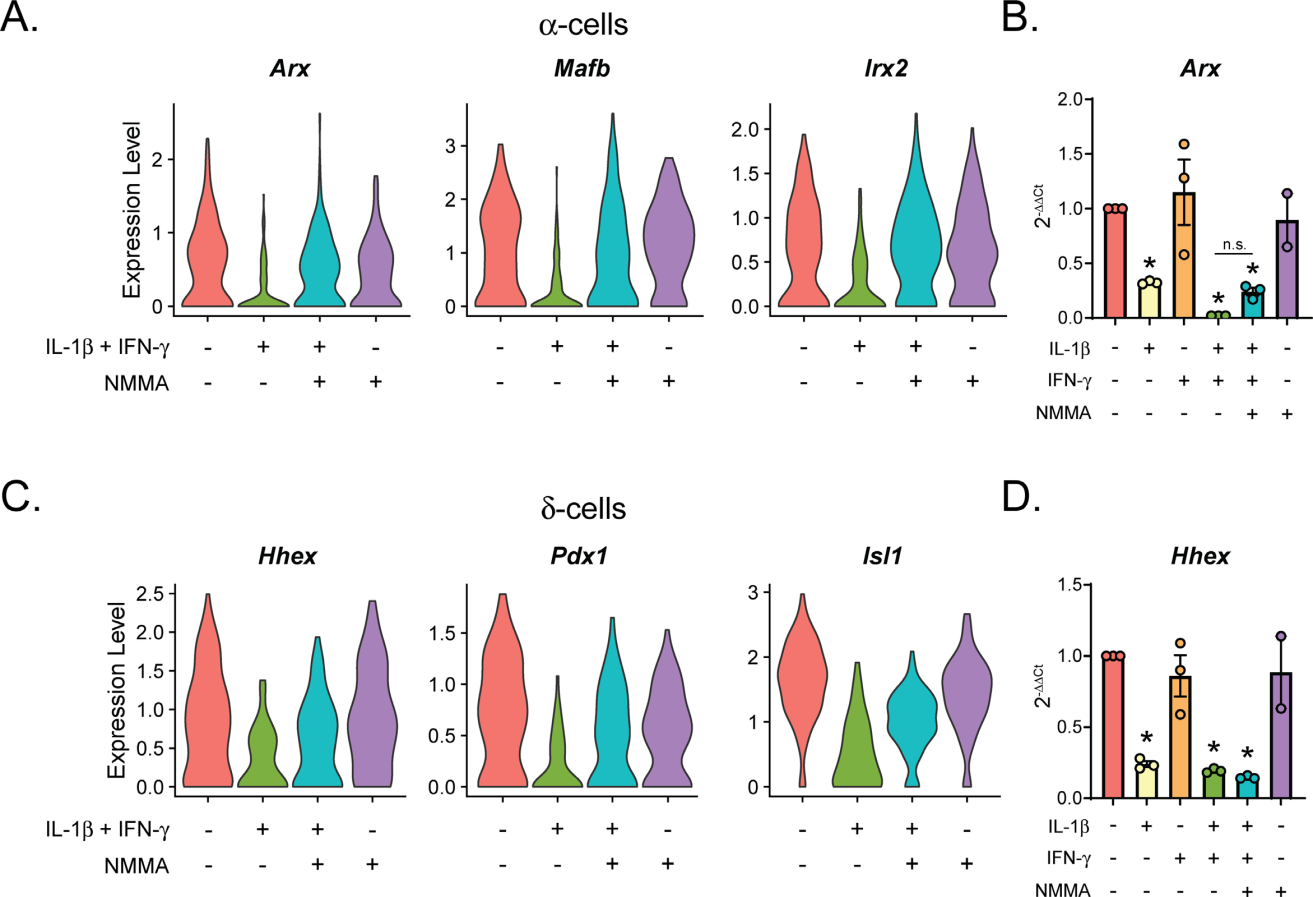
Non-β endocrine cell identity factors are decreased following 18 h cytokine stimulation. (A and C) Violin plots showing the expression level of selected identity genes in α-cells (A) or δ-cells (C) from each of the four treatment groups. (B and D) mRNA accumulation of *Arx* (B) or *Hhex* (D) determined by qRT-PCR using mouse islets treated with the indicated cytokine combinations for 18 h. Concentrations are as follows: 10 U/mL IL-1β, 150 U/mL IFN-γ, and 2 mM NMMA. Error bars represent SEM. Results are from three independent experiments with statistical significance indicated. *P < 0.05 (vs. untreated), n.s. (not significant).

### Cytokine Signaling is Negatively Correlated With Heat Shock Protein Gene Expression

As shown in Figure 3, only 57% of β-cells express detectable levels of iNOS mRNA (*Nos2*) following 18 h cytokine simulation. Even with the addition of NMMA, only 72% of β-cells express *Nos2*, leading us to hypothesize that there may be a distinguishing feature of the remaining 28%, preventing them from responding to cytokines. 

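β-cells thinned to 10000 UMIs were split by whether they hold a *Nos2* UMI. With cytokines, 515 cells have it and 585 do not in replicate 1, and 217 and 268 in replicate 2. With cytokines and NMMA the numbers are 419 and 200, and 217 and 142. Only cells with at least 10000 UMIs enter, and those without *Nos2* are shallower in each library. Their median depth before thinning is 24872 and 29082 UMIs with cytokines (25291 and 33408 in cells with *Nos2*). With NMMA added it is 27178 and 24074 (30364 and 32681). When cells are not thinned, the medians without *Nos2* are 23704 and 23432 with cytokines (25770 and 32273 with it). With NMMA added they are 23984 and 17626 (30547 and 30852). For both splits the UMIs of either side were summed in each library and compared within replicates with edgeR, and on simulated data 66.2% (cytokines) and 69.3% (with NMMA) of 2-fold changes were recovered. The 4 sums of a split leave 1 residual degree of freedom, so its p values rest on the spread shared over all genes and on cells of the same islet pools. A gene of low abundance is missed in some cells that express it, so the cells without *Nos2* are a mix of cells that lack it and cells in which it was not captured.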

Analysis of the expression pattern of *Nos2* across the β-cell population reveals a subpopulation with high expression of *Hspa1a* that failed to increase *Nos2* mRNA in response to 18 h exposure to IL-1β and IFN-γ or to the combination of the two cytokines with NMMA (Figure 9A and B). 

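At 10000 UMIs per cell, *Hspa1a* is found in 34.9% of the cells without *Nos2* and 52.6% of those with it in replicate 1 with cytokines, and in 46.6% and 55.3% in replicate 2. With NMMA added the order turns round: 33.5% without against 19.3% with *Nos2* in replicate 1, and 43.7% against 18.4% in replicate 2. In sums of UMIs, *Hspa1a* is lower in cells with *Nos2* in both, by −0.85 (SE 0.10, edgeR, adjusted p = 1.0e-15) with cytokines and −2.47 (SE 0.14, edgeR, adjusted p = 1.5e-62) with cytokines and NMMA. *Hsph1* (−0.99 and −1.92), *Hspb1* (−1.14 and −2.49) and *Dnajb1* (−0.78 and −2.39) are lower too. The share counts cells with any *Hspa1a* UMI and the sum weighs cells by their UMIs, so a small group with high *Hspa1a* moves the sum more than the share. Such a group is the β-cell cluster found in all 8 libraries, led by heat shock genes, whose share of the cells without *Nos2* is 9.40% and 30.2% with cytokines and 21.0% and 33.8% with NMMA added, against 0%, 1.38%, 0.955% and 2.30% of the cells with *Nos2*.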

Because this subpopulation persisted across all treatment groups and both biological replicates, it is likely that these cells were stressed prior to the cytokine treatment, leading to elevated levels of heat shock proteins. In addition to *Nos2*, β-cells with elevated levels of *Hspa1a* also failed to increase expression of antiviral and other immune-associated genes, including *Gbp5* (Figure 9C). This observation is consistent with our previous scRNA-seq study in which we found a similar subpopulation of β-cells enriched for heat shock proteins that failed to increase *Nos2* expression after 6 h cytokine stimulation and aligns with reports that heat shock inhibits cytokine-stimulated iNOS expression is islets ^23,46,64,65^. 

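The cluster with high heat shock genes is present in untreated islets and with NMMA alone, in both replicates. In untreated β-cells of replicate 1, *Hspa1a* is found in 69.7% of its cells and 6.46% of the other β-cells, and with cytokines in 76.4% and 41.4%. Of untreated β-cells with *Hspa1a*, 19.2% and 59.0% belong to the cluster in replicates 1 and 2, and of those without 0.707% and 5.46%. With cytokines in replicate 1, *Nos2* is found in 0% of its 55 cells and 49.3% of the other β-cells, and *Icam1* in 7.27% and 54.5%. In replicate 2 *Nos2* is found in 3.57% of its 84 cells and 53.4% of the others, and with NMMA added in 8.70% of 46 against 72.4% (replicate 1) and 9.43% of 53 against 69.3% (replicate 2). The paper argues from its presence in all treatment groups and both replicates that these cells were likely stressed before the cytokines were added. Each library was sampled once, after culture, so the time at which the cells came to express heat shock genes is not measured.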

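In β-cells with cytokines and NMMA at 10000 UMIs per cell, *Gbp5* is found in 48.6% of cells with *Hspa1a* and 60.5% of those without in replicate 1, and in 31.4% and 60.3% in replicate 2. With cytokines alone the order is the reverse, at 63.2% against 44.5% and 49.0% against 43.8%. *Oasl2* is found in 39.6% and 27.8% of cells with *Hspa1a* with cytokines (41.3% and 38.8% without it) and in 48.0% and 37.3% with NMMA added (68.8% and 66.9%). *Nos2* itself is found in 57.1% and 49.0% of cells with *Hspa1a* with cytokines (39.0% and 40.4% without it), and in 54.7% and 39.2% with NMMA added (71.8% and 68.9%). *Hspa1a* is found in more β-cells with cytokines than with NMMA added, so with cytokines alone a cell with *Hspa1a* need not belong to the cluster.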

To strengthen our conclusion that cellular stress is negatively correlated with cytokine signaling, we performed differential expression analysis between “cytokine responsive” β-cells (those that expressed *Nos2*) and “cytokine non-responsive” β-cells (those that did not express *Nos2*) in Sample 2 (18 h exposure to IL-1β and IFN-γ). 

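Between β-cells with and without *Nos2* in the cytokine libraries, edgeR calls 379 genes higher and 167 lower in cells with *Nos2*, of 9953 tested (DESeq2 77 in all). *Gbp5* is higher by 1.68 (SE 0.11, edgeR, adjusted p = 7.7e-52), *Gbp4* by 1.12 (SE 0.10, edgeR, adjusted p = 7.5e-28), *Gbp2* by 0.77 (SE 0.10, edgeR, adjusted p = 1.5e-12), *Defb1* by 0.74 (SE 0.10, edgeR, adjusted p = 1.1e-11) and *Oasl2* by 0.44 (SE 0.12, edgeR, adjusted p = 0.0119). *Isg15* (1.51) is higher as well. Lower in cells with *Nos2* are the heat shock genes *Hspa1b* (−0.68), *Hspe1* (−0.69), *Hspd1* (−0.57) and *Hsp90aa1* (−0.41), but not *Hspa8* (0.20, SE 0.10, edgeR, adjusted p = 0.338). β-cell genes are lower too: *Slc2a2* (−1.46), *Mafa* (−1.26), *Ucn3* (−1.11) and *Pdx1* (−0.97). The 5 largest differences with higher values in cells with *Nos2* are *Saa1* (3.15), *Ly6i* (2.30), *Adamts4* (2.21), *Slc2a6* (2.15) and *Trim15* (2.15), and with lower values *Lgi2* (−2.17), *Alg13* (−2.02), *Gm7467* (−1.93), *Fosb* (−1.77) and *Rasd1* (−1.76).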

Cytokine responsive β-cells were enriched for antiviral and antimicrobial genes (such as guanylate binding proteins, *Defb1*, and *Oasl2*) while cytokine non-responsive β-cells were enriched for several heat shock proteins (Figure 9D). The same pattern of gene enrichment was observed using cytokine responsive and non-responsive β-cells from Sample 3 (18 h exposure to cytokines + NMMA), which avoided the potential confounding effects of nitric oxide-stimulated heat shock gene expression (Figure S6A). These findings provide additional support for our hypothesis that cytokine non-responsive cells were stressed prior to cytokine exposure. 

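In the libraries with cytokines and NMMA, edgeR calls 316 genes higher and 234 lower in β-cells with *Nos2*, of 9199 tested (DESeq2 99 in all). *Icam1* differs by 1.35 (SE 0.16, edgeR, adjusted p = 6.4e-15), *Gbp5* by 1.15, *Gbp4* by 1.00, *Gbp2* by 0.83, *Defb1* by 0.81 and *Oasl2* by 0.70. *Hspa1b* (−2.42) and *Hspa8* (−0.58) are lower. The 5 largest differences with higher values are *Ubd* (3.37), *Acod1* (3.07), *Gm4117* (3.05), *Csf3* (3.04) and *Ifi204* (2.91), and with lower values *T2* (−2.88), *Wee1* (−2.72), *Hspb1* (−2.49), *Hspa1a* (−2.47) and *Hspa1b* (−2.42). When the heat shock cluster is left out, which was chosen after the result was seen, *Hspa1a* is no longer lower in cells with *Nos2*, at 0.76 (SE 0.08, edgeR, adjusted p = 1.5e-20) with cytokines (1.18 and 0.20 in replicates 1 and 2) and 0.32 (SE 0.14, edgeR, adjusted p = 0.361) with NMMA added (0.59 and −0.06). *Hspb1* (−1.02), *Hsph1* (−0.57), *Hspd1* (−0.39), *Hspe1* (−0.34) and *Hsp90aa1* (−0.16) remain lower with cytokines, while *Hspa1b* (0.72) and *Hspa8* (0.34) are higher and *Dnajb1* (0.20) is not called. With NMMA added *Hsph1* (−1.30, SE 0.12, edgeR, adjusted p = 2.4e-15), *Dnajb1* (−0.66), *Hsp90aa1* (−0.60) and *Hspe1* (−0.44) remain lower, and *Hspb1* (−1.82), *Hspd1* (−0.42), *Hspa1b* (0.24) and *Hspa8* (0.12) are not called.

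**Figure D4:**
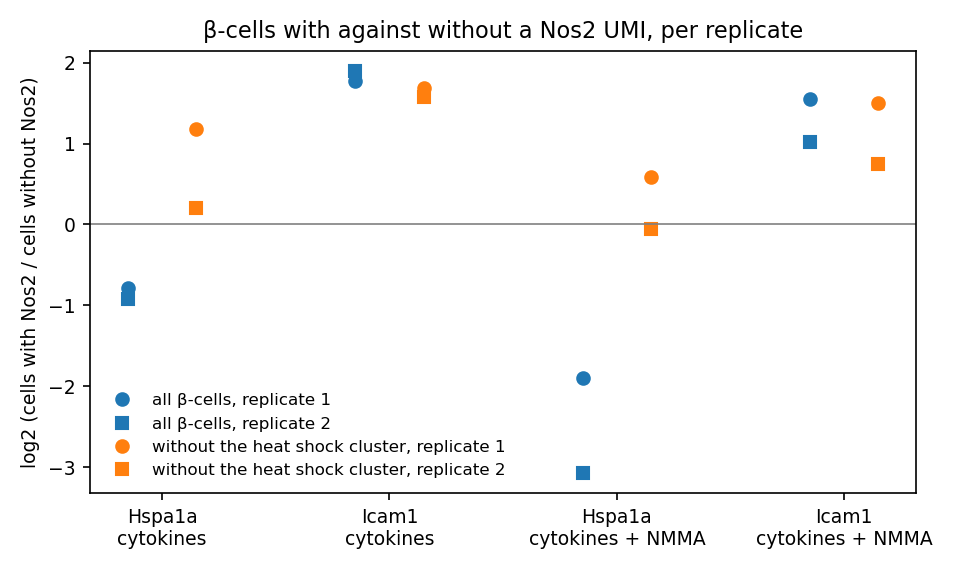
Log2 difference of Hspa1a and Icam1 between β-cells with and without Nos2, per replicate, with cytokines and with cytokines and NMMA, for all β-cells and without the heat shock cluster.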

Finally, comparison of *Hspa1a*-expressing to *Hspa1a* non-expressing β-cells following cytokine exposure and NMMA (Sample 3) revealed a negative correlation to cytokine signaling. 

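In the libraries with cytokines and NMMA, 148 β-cells have *Hspa1a* and 471 do not in replicate 1, and 102 and 257 in replicate 2. Their median depth before thinning is 24448 and 22388 UMIs with *Hspa1a* and 30283 and 32681 without. edgeR calls 563 genes higher and 316 lower in cells with *Hspa1a*, of 9058 tested (DESeq2 183 in all). Other heat shock genes are higher, as in *Hsph1* (2.26), *Hspa8* (1.34) and *Hspd1* (0.60). *Nos2* is lower at −0.93 (SE 0.16, edgeR, adjusted p = 3.2e-07), and so are *Ifit2* (−1.24), *Ifit3* (−1.21), *Gbp10* (−0.98), *Isg15* (−0.85), *Gbp4* (−0.80), *Rsad2* (−0.75), *Ifit1* (−0.71), *Gbp7* (−0.70) and *Oasl2* (−0.65). *Gbp5* is lower at −0.51 (SE 0.15, edgeR, adjusted p = 0.0107), while *Gbp2* (−0.48, SE 0.17, edgeR, adjusted p = 0.0585), *Defb1* (−0.27, SE 0.16, edgeR, adjusted p = 0.297) and *Sod2* (−0.23, SE 0.16, edgeR, adjusted p = 0.429) are not called. Summed *Icam1* is higher in cells with *Hspa1a*, by 0.57 (SE 0.15, edgeR, adjusted p = 0.00393), and DESeq2 does not call it (0.327). Its shares are 43.9% of cells with *Hspa1a* and 37.2% of those without in replicate 1, and 26.5% and 33.9% in replicate 2, the opposite order. The β-cell genes *Ucn3* (1.71), *Slc2a2* (1.01) and *Mafa* (0.52) are also higher, *Mafa* by −0.11 in replicate 1 and 1.10 in replicate 2. The 5 largest differences with higher values are *Hspa1b* (6.67), *Dnajb1* (3.79), *Hspb1* (3.31), *T2* (3.31) and *Pcdh15* (3.17), and with lower values *H2-DMa* (−3.52), *Cradd* (−2.67), *Gm11131* (−2.38), *Cep68* (−2.34) and *Slc20a2* (−2.23).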

*Hspa1a*-expressing β-cells, while expressing other heat shock proteins, failed to express antiviral and antimicrobial genes following cytokine stimulation (Figure S6B). Together, these results suggest that induction of cellular stress attenuates cytokine signaling in β-cells.

**Figure 9.**
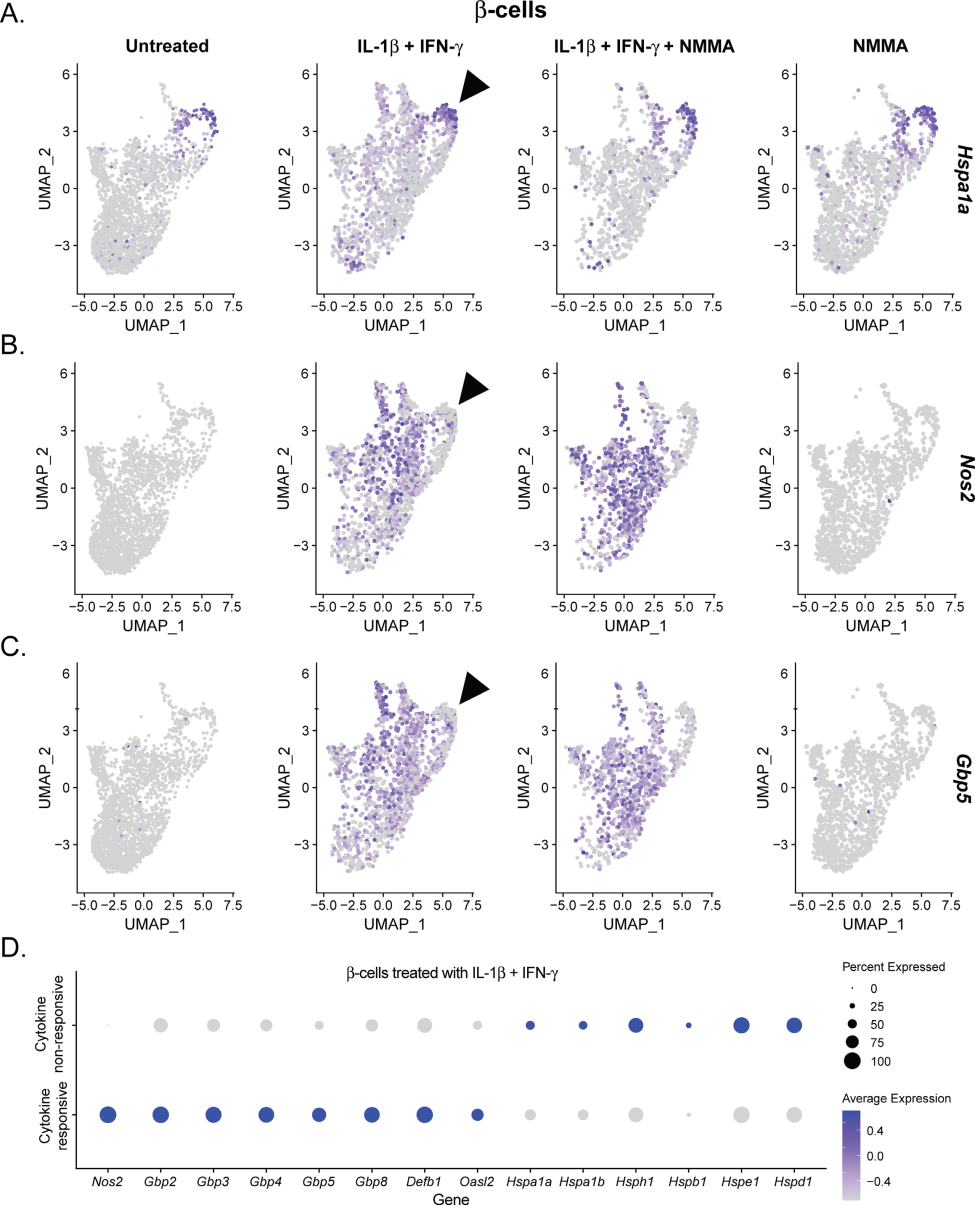
Cellular stress is negatively associated with cytokine signaling. (A–C) UMAP plots segregated by sample and colored to indicate expression level of *Hspa1a* (A), *Nos2* (B), and *Gbp5* (C) in β-cell clusters. Arrowhead points out the population of cells with high expression of *Hspa1a* that fails to induce *Nos2* and *Gbp5* in response to 18 stimulation with IL-1β and IFN-γ. (D) Dot plot depicting enrichment of selected genes between cytokine responsive (*Nos2*-expressing) and cytokine non-responsive (*Nos2* non-expressing) β-cells treated with IL-1β and IFN-γ for 18 h.

## Discussion

Type 1 diabetes is an autoimmune disease caused by selective destruction of β-cells. Nitric oxide is produced in β-cells in response to proinflammatory cytokines like IL-1β and IFN-γ and inhibits mitochondrial oxidative metabolism and insulin secretion, with prolonged exposure causing cell death ^16–19,35,66,67^. Because of these observations, cytokines and cytokine-derived nitric oxide are widely thought to be damaging to β-cells and have been suggested as mediators of T1D development ^68^. However, there are logical arguments to support a physiological role for IL-1β signaling in β-cells, particularly regarding nitric oxide production. In support of this view, there are large increases in serum IL-1β levels in response to an acute infection ^69^, and consistent with their glucose sensing role, islets are highly vascularized and receive the majority of the pancreatic blood flow ^70,71^. This vascular architecture is essential for the control of glucose homeostasis, but also leads to β-cells being bathed in IL-1β during an infection. Furthermore, β-cells have limited capacity to proliferate ^72^. Therefore, if cytokines were solely damaging to β-cells, we might expect a higher incidence of T1D than currently observed. In support of this hypothesis, cytokines stimulate protective gene expression in β-cells ^23^, and, through production of nitric oxide, protect β-cells from apoptosis ^26^ and viral infection ^24,25^.

We previously demonstrated that β-, α-, and δ-cells respond in a similar manner to acute (6 h) exposure to IL-1β and IFN-γ ^23^. The same trend was observed here with a longer cytokine exposure (18 h), with 86% of the genes increased in non-β endocrine cells (a subpopulation of our dataset that included α-, δ-, and PP-cells) also increased in β-cells (Figure 5I). Of these cytokine-induced genes, 77% were increased in a nitric oxide-independent manner in β-cells and 68% in non-β endocrine cells (Figures 3D and 7A). Among the genes regulated in this way are antiviral (including a number of guanylate-binding proteins), antimicrobial, and other immune-associated genes (Figures 3, 7 and   10). This is consistent with our previous observation that acute cytokine exposure, before nitric oxide accumulates, increases a subset of antiviral and other protective genes in all islet endocrine cells and that several of these genes are stimulated by IL-1β ^19,23^. Importantly, we did not observe an increase in expression of pro-apoptotic genes in β-cells, neither in our previous study after 6 h cytokine exposure nor in the current study following 18 h stimulation (Figure S2) ^23^, further suggesting that the primary response of islet endocrine cells to inflammatory cytokines is protective and likely not the induction of apoptosis.

**Figure 10.**
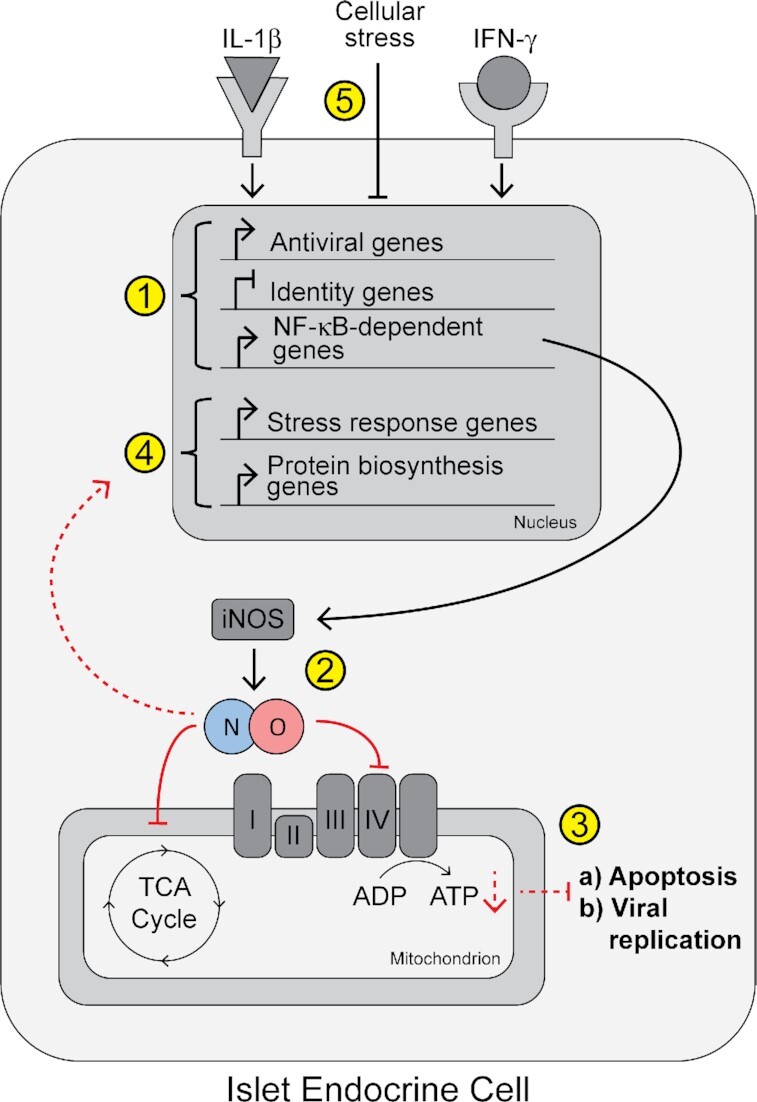
Model. (1) Exposure to IL-1β and IFN-γ causes islet endocrine cells (β-, α-, and δ-cells) to increase expression of antiviral/antimicrobial genes and NF-κB-dependent genes, including *Nos2*, and to decrease expression of identity factors. (2) *Nos2* gene expression leads to iNOS protein expression and generation of micromolar levels of nitric oxide, which directly inhibits complex IV of the electron transport chain and aconitase of the TCA cycle, indirectly leading to decreased intracellular ATP levels. (3) Inhibition of mitochondrial oxidation by nitric oxide attenuates apoptosis and viral replication. (4) Nitric oxide indirectly causes increased expression of genes involved in stress response, including heat shock proteins, *Hmox1*, and *Ddit3*, and increased expression of genes involved in protein biosynthesis. (5) Cellular stress, such as heat shock or endoplasmic reticulum stress, attenuates IL-1β and IFN-γ signaling pathways. Solid red lines represent direct actions of nitric oxide. Dashed red lines represent indirect actions of nitric oxide.

Another category of genes regulated in a primarily nitric oxide-independent manner is islet identity factors, including genes critical for maintaining β-cell function, like *Pdx1, Mafa*, and *Slc2a2* (Figure 4); genes controlling α-cell identity maintenance, like *Arx, Mafb*, and *Irx2* (Figure 8A); and genes regulating δ-cell identity maintenance, like *Hhex, Pdx1*, and *Isl1* (Figure 8C), all of which were decreased following 18 h cytokine exposure (Figure 10). Specifically, selected genes assessed by qRT-PCR were decreased by IL-1β but not by IFN-γ (Figures 4B, 8B and D), consistent with previous studies ^23,73,74^. Repression of these identity factors did not coincide with increased expression of “disallowed” genes or of other genes associated with “dedifferentiation” (Figure S3) ^55–57^ indicating that these cells have not lost their cellular identity and that the repression may be reversible under these conditions. Decreased expression of identity factors may be an additional mechanism by which cytokines protect β-cells by directing cellular energy away from glucose sensing and insulin secretion and toward protective pathways under conditions of environmental threats. Some of these identity factors appeared to be decreased in a nitric oxide-dependent manner when assessed by RNA-seq, but not when assessed by qRT-PCR (Figures 4 and 8). This discrepancy may be attributed to differences in the technique or in the cell populations used, as scRNA-seq was performed using individual cells clustered by cell type, while qRT-PCR was performed using islets, which contain a heterogeneous cell population. Since identity factors were similarly repressed after acute cytokine treatment when nitric oxide levels are low^23^, it is likely that the primary mechanism by which IL-1β represses these genes is nitric oxide-independent. However, nitric oxide may provide additional repression of cellular identity by a secondary mechanism, such as depletion of ATP, which may negatively impact gene transcription ^45^. Indeed, augmentation of some antiviral genes by addition of the NOS inhibitor supports this hypothesis (Figure 3G).

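Of the antiviral genes in β-cells, *Oasl2* is lower with cytokines alone than with cytokines and NMMA at −0.89 (SE 0.22, edgeR, adjusted p = 0.0261), *Irf1* by −0.61 (SE 0.12, edgeR, adjusted p = 0.0113), *Ifit2* by −0.68 (SE 0.14, edgeR, adjusted p = 0.0122) and *Gbp7* by −1.17 (SE 0.15, edgeR, adjusted p = 0.00305). *Oasl2* is called in 4 of the 8 fits without 1 library. *Ifit1* (−0.66, adjusted p = 0.326) and *Gbp6* (−0.68, adjusted p = 0.789) are lower without being called by edgeR. In non-β endocrine cells *Oasl2* (−1.23, SE 0.26, edgeR, adjusted p = 0.0111) and *Iigp1* (−1.49, SE 0.28, edgeR, adjusted p = 0.0111) are lower with nitric oxide.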

Because our recent scRNA-seq study was performed following acute (6 h) cytokine treatment, when nitric oxide levels are low^19^, we previously focused on early islet cell responses to cytokines that were largely nitric oxide independent ^23^. In the current study, we focused on identifying nitric oxide-dependent changes following 18 h cytokine exposure by utilizing a nitric oxide synthase inhibitor, NMMA. Crucially, this length of exposure allowed us to identify nitric oxide dependent changes occurring before nitric oxide-mediated damage becomes irreversible ^29,30^. While most genes increased by cytokines were not regulated by nitric oxide in a statistically significant manner, we observed high enrichment for categories of genes regulated by nitric oxide, including ribosomal proteins, genes involved in cellular stress responses, and genes involved in protein biosynthesis, in both β-cells and non-β endocrine cells (Figures 3, 7 and   10). Genes of interest included heat shock proteins *Hspa1a, Hspa1b, Hspa8*, and *Dnajb1*; the ER-stress associated gene *Ddit3*; and the antioxidant gene *Hmox1*. It is likely that ribosomal proteins and other genes involved in protein biosynthesis are stimulated as a compensatory response to inhibition of protein synthesis by nitric oxide ^29^. While it is possible that nitric oxide negatively affects translation efficiency of antiviral genes into proteins, we have previously shown that these same antiviral genes are stimulated by acute cytokine treatment, likely before nitric oxide inhibits protein biosynthesis ^23^. Temporally, it is likely that the antiviral genes, which are stimulated as an early cytokine response, are translated into proteins before nitric oxide accumulation affects protein translation.

Because β-cells are thought to be the only islet endocrine cell type that produces nitric oxide in response to IL-1β stimulation ^22,34,35^, we were surprised to observe nitric oxide-dependent regulation of many of the same genes in non-β endocrine cells as in the β-cell population (Figure 7C). Of the 108 genes significantly increased by nitric oxide in non-β endocrine cells, over half were also found to be nitric oxide-dependent in β-cells (Figure 7D). Interestingly, nitric oxide-dependent regulation of these genes was not observed in the non-endocrine cells (eg, endothelial cells, macrophages, and mesenchymal cells) captured in our analysis (Figure S5), suggesting that the effects are likely due to nitric oxide produced endogenously and not from nitric oxide diffusion from a source to a target cell. If diffusion caused changes in gene expression, it would be expected that nitric oxide would change gene expression in non-endocrine cells. Additionally, subpopulations of α- and δ-cells increased *Nos2* mRNA in response to treatment with IL-1β and IFN-γ (Figure 6B and C), consistent with our previous observation ^23^, and examples of dissociated islet cells co-expressing iNOS and somatostatin were found following 18 h cytokine stimulation (Figure 6D). Our previous studies were unable to detect nitrite accumulation from FACS-purified rat islet non β-cells after stimulation with IL-1β and IFN-γ ^15^. Therefore, it is yet to be determined if the nitric oxide-dependent gene expression changes observed in mouse non-β endocrine cells are cell-autonomous or if they are driven by diffusion of β-cell-derived nitric oxide. Regardless of the source of the nitric oxide, our results suggest that all islet endocrine cells respond to cytokine stimulation by increasing expression of *Nos2* and other immune-associated genes and experience similar nitric oxide-dependent gene expression changes.

Although populations of β-, α-, and δ-cells increased *Nos2* mRNA following cytokine treatment, the response was heterogeneous. *Nos2* was significantly increased in 57% of β-cells, 32% of α-cells, and 60% of δ-cells in response to IL-1β and IFN-γ (Figures 3C, 6B and C). While these percentages increased to 72%, 40%, and 78%, respectively, when NMMA was added, the response was still heterogeneous. We do not think this heterogeneity can be attributed to differences in expression of cytokine receptors. The mRNA levels of the interleukin 1 signaling receptor, type 1 (*Il1r1*) and the first subunit of the IFN-γ receptor (*Ifngr1*) were not different between these two populations of β-cells and were expressed in a similar percentage of cells in both populations (Table S3). 

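Between β-cells with and without *Nos2* in the cytokine libraries, *Il1r1* differs by −0.27 (SE 0.11, edgeR, adjusted p = 0.157) and *Ifngr1* by 0.01 (SE 0.20, edgeR, adjusted p = 0.995), and neither is called. At 10000 UMIs per cell *Il1r1* is found in 38.6% and 41.9% of cells with *Nos2* (46.5% and 48.1% without, replicates 1 and 2) and *Ifngr1* in 14.0% and 14.7% (16.1% and 12.3%). With NMMA added, *Il1r1* differs by 0.01 (SE 0.13, edgeR, adjusted p = 0.991) and *Ifngr1* by 0.52 (SE 0.26, edgeR, adjusted p = 0.28).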

The second subunit of the IFN-γ receptor, *Ifngr2*, is increased in the *Nos2*-expressing β-cell population and is expressed in a higher percentage of cells (48% of *Nos2*-expressing cells vs. 32% of *Nos2* non-expressing cells, Table S3). However, this is likely a consequence of a positive feedback loop in which expression of the receptor is increased in response to the cytokine, as *Ifngr2* is among the genes significantly increased by 18 h cytokine treatment (Table S3). 

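*Ifngr2* is higher in cells with *Nos2* by 0.36 (SE 0.16, edgeR, adjusted p = 0.238) in the cytokine libraries, which is not called, and by 0.79 (SE 0.20, edgeR, adjusted p = 0.00265) with cytokines and NMMA, which is. At 10000 UMIs per cell, with cytokines it is found in 24.9% of cells with *Nos2* in both replicates and in 19.1% and 16.8% of cells without. With NMMA added the shares are 38.2% and 32.7% against 24.0% and 15.5%. Without thinning the mean shares with cytokines are 49.9% and 31.8%.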

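In β-cells with cytokines against untreated, *Ifngr2* goes from 4.80 ± 0.287 to 27.3 ± 0.523 CPM (2.50, SE 0.23, edgeR, adjusted p = 6.6e-05). *Ifngr1* is higher by 0.81 (SE 0.20, edgeR, adjusted p = 0.0108), called in 6 of the 8 fits without 1 library and not with scaling by total UMIs (0.0621), and *Il1r1* is lower at −1.22 (SE 0.16, edgeR, adjusted p = 0.000403). The paper offers a positive feedback loop as the likely reason for *Ifngr2*.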

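In the cytokine libraries β-cells with *Nos2* have more *Icam1* than those without, by 1.83 (SE 0.10, edgeR, adjusted p = 1.2e-68), and more *Sod2*, by 0.97 (SE 0.10, edgeR, adjusted p = 5.8e-20). At 10000 UMIs per cell, *Icam1* is found in 70.3% and 73.7% of cells with *Nos2* and in 36.1% and 31.3% of cells without, *Sod2* in 98.1% and 97.7% against 92.0% and 87.3%, and *Defb1* in 94.6% and 93.1% against 88.0% and 76.9%. Against untreated β-cells as a whole, *Sod2* rises with cytokines by 3.10 (SE 0.24, edgeR, adjusted p = 2.9e-05). Untreated β-cells have *Sod2* in 62.5% and 60.4% and *Icam1* in 0.391% and 0.197% of cells. With NMMA added the shares with and without *Nos2* are 46.8% and 22.0% (replicate 1) and 42.4% and 15.5% (replicate 2) for *Icam1*, and 97.6% and 87.5%, and 94.9% and 78.2%, for *Sod2*.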

We do not think heterogeneity in cytokine responsiveness can be attributed to differences in the expression of *Ifngr2* because several IL-1β-dependent genes, including *Icam1, Sod2*, and *Defb1* are not increased in “cytokine non-responsive” cells, suggesting a failure to respond to either IL-1β or IFN-γ.

The β-cells that failed to express *Nos2* in response to both cytokines corresponded with a subpopulation of cells with high expression of *Hspa1a* and other heat shock proteins (Figure 9A, B and D). This same subpopulation of cells also failed to increase expression of antiviral and other immune-associated genes that are regulated by IFN signaling (Figure 9C and D), suggesting that the inhibition was not limited to IL-1-driven responses, but affected cytokine signaling more broadly, consistent with previous studies ^64,75^. Because this subpopulation persisted across all treatment conditions and both biological replicates, it is likely that these cells were stressed before cytokine exposure, perhaps due to the islet isolation process. Regardless of the source, this finding shows that cellular stress is negatively correlated with cytokine signaling and aligns with previous studies establishing that cytokines fail to stimulate iNOS expression in rodent and human islets under conditions of heat shock or ER stress (Figure 10) ^46,64,65^. We observed a similar subpopulation in our previous scRNA-seq analysis with high expression of heat shock proteins that failed to increase *Nos2* mRNA following acute exposure to IL-1β and IFN-γ ^23^. Interestingly, this cellular stress response is common following human islet isolations ^76^ and may explain the suggestions that human islets do not respond to cytokines in the same manner as rodent islets ^77,78^. Researchers utilizing human islets should assess HSP70 expression levels when making conclusions regarding islet responses to cytokines, as cellular stress may affect experimental outcomes. HSP70 expression itself does not mediate the inhibitory effects on cytokine signaling and, thus should only be used as an index for cellular stress ^75^.

Cytokines and nitric oxide are primarily viewed as damaging to β-cells, but consideration of recent studies suggests that there is a physiological role of IL-1β signaling in β-cells that is designed to inhibit oxidative phosphorylation by nitric oxide. While this inhibition limits insulin secretion, we believe that it does not initially damage the cells but protects them from environmental threats. Indeed, inhibition of mitochondrial metabolism by nitric oxide inhibits DNA damage-mediated apoptosis and prevents viral replication (Figure 10) ^24–26^. While it is true that nitric oxide stimulates genes associated with a cellular stress response that may be interpreted as damaging (Figure 3), ours and others’ observations that cellular stress is negatively correlated with cytokine signaling ^23,46,64,65^, and that cytokine-induced nitric oxide promotes heat shock protein expression in islets ^79^ suggest that nitric oxide may provide an additional layer of protection by providing an internal “off switch” to prevent cytokine-mediated damage after protective signaling has been initiated (Figure 9). This argument is made stronger when remembering that cytokine-mediated damage is reversible, and only after prolonged cytokine stimulation is the damage permanent ^27–29^. The observation made here that nitric oxide affects gene expression in α- and δ-cells suggests that nitric oxide may play a protective role in all islet endocrine cells, not only β-cells.

### Data Availability Statement

Sequencing data from this publication have been deposited in NCBI GEO database under accession number GSE183010.

## Supplementary Material

zqab063_Supplemental_Files Click here for additional data file.

# Supplementary material for: Cytokine and Nitric Oxide-Dependent Gene Regulation in Islet Endocrine and Nonendocrine Cells
**Source:** Function (Oxf). 2021 Dec 1;3(1):zqab063. doi: 10.1093/function/zqab063
**Supplement:** zqab063_Supplemental_Files

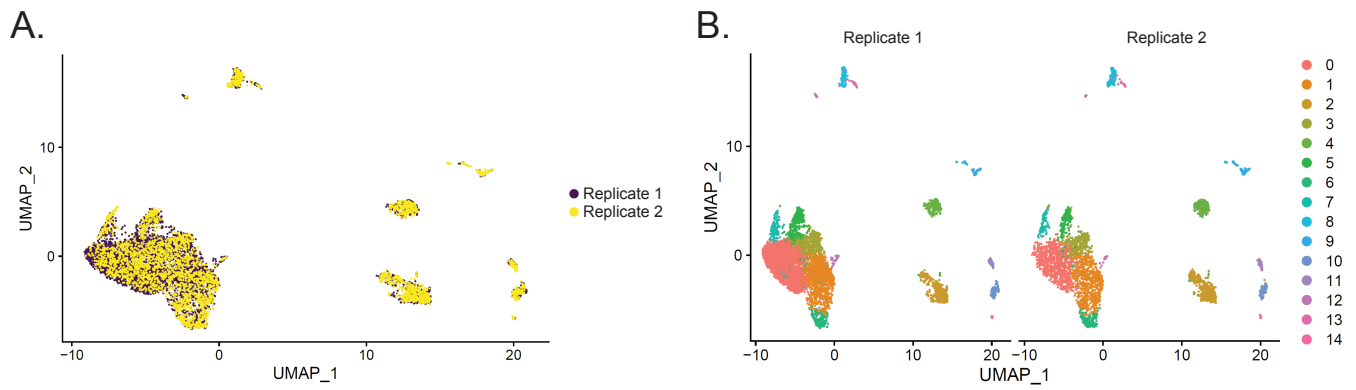

**Figure S1: Distribution of two independent scRNA-seq replicates across cell clusters. (A-B)** UMAP plots depicting clusters of cells from both scRNA-seq experimental replicates either color coded to indicate replicate of origin (A) or split to indicate the contribution of the replicates to each cluster (B).

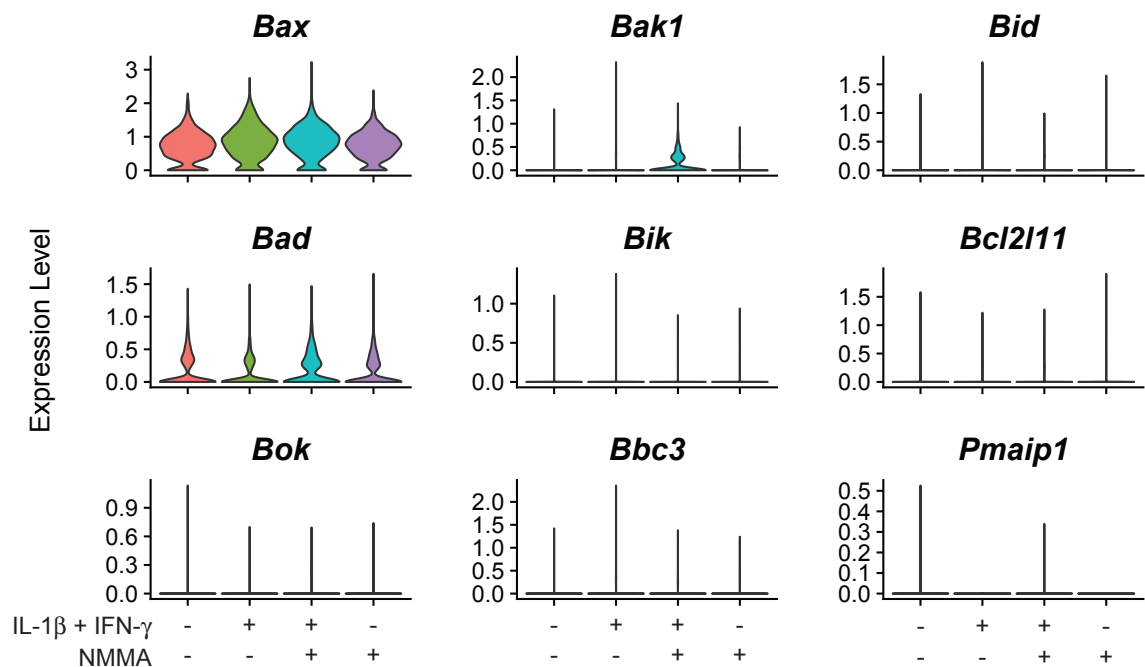

**Figure S2: Expression of pro-apoptotic genes in  $\beta$ -cells.** Violin plots showing the expression levels of selected pro-apoptotic genes in  $\beta$ -cells in each of the four treatments. Concentrations are as follows: 10 U/mL IL-1 $\beta$ , 150 U/mL IFN- $\gamma$ , 2 mM NMMA.

A.

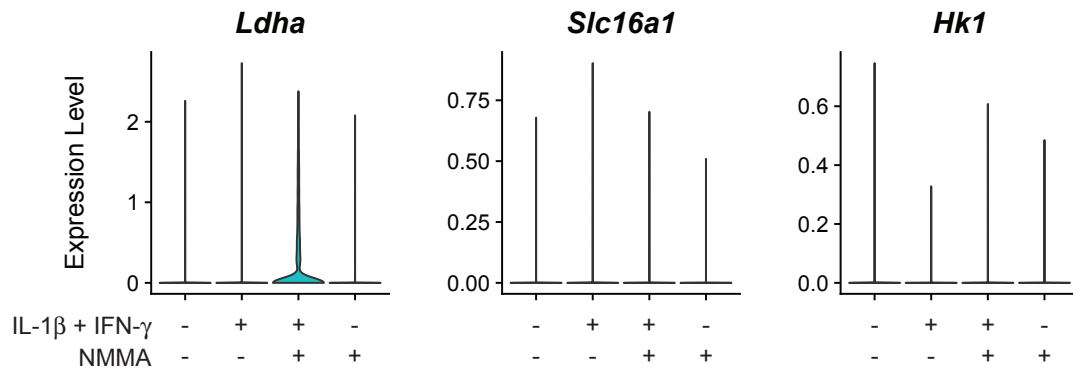

B.

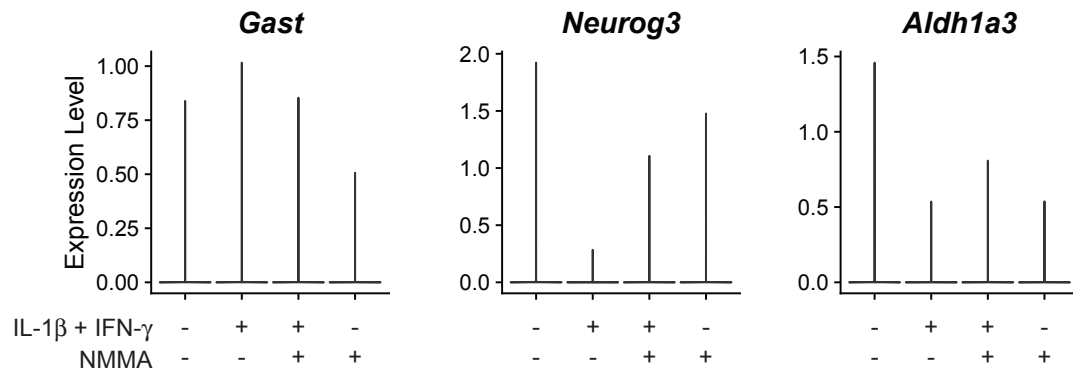

**Figure S3: Expression of genes associated with dedifferentiation in  $\beta$ -cells. (A, B)** Violin plots showing the expression level of disallowed genes (A) and of dedifferentiation genes (B) in  $\beta$ -cells in each of the four treatments. Concentrations are as follows: 10 U/mL IL-1 $\beta$ , 150 U/mL IFN- $\gamma$ , 2 mM NMMA.

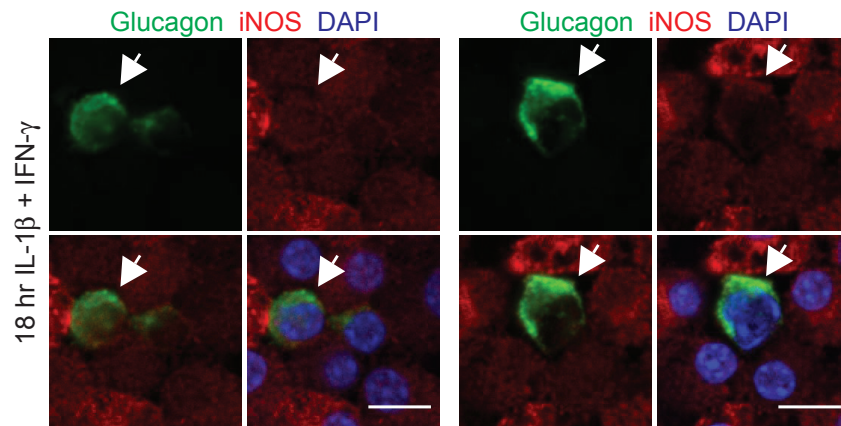

**Figure S4: Colocalization of glucagon and iNOS in dissociated islets.** Immunofluorescence images showing examples of dissociated mouse islet cells with co-localization of glucagon and iNOS protein following 18 hr cytokine treatment (10 U/mL IL-1 $\beta$  + 150 U/mL IFN- $\gamma$ ). Arrowheads indicate glucagon-containing cells also containing iNOS. Based on these images, iNOS expression in glucagon-containing cells in response to cytokine treatment is only slightly above background level. Scalebar = 10  $\mu$ m.

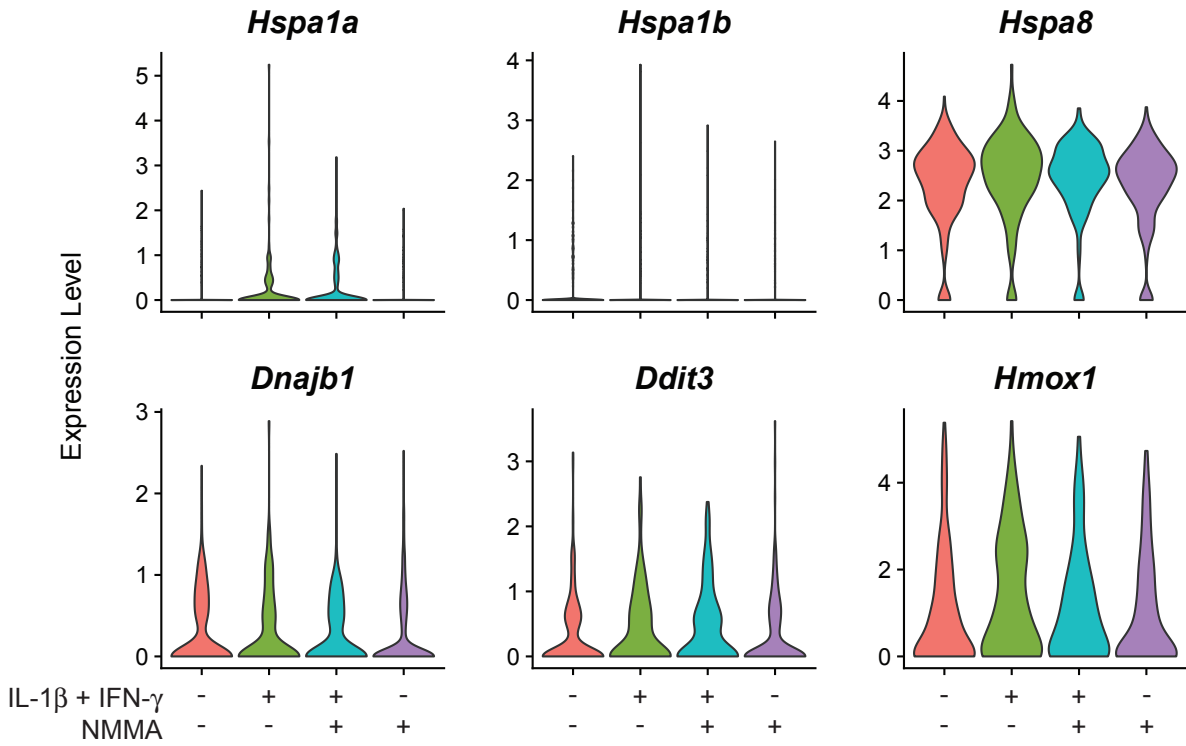

**Figure S5: Expression of nitric oxide-dependent genes in islet non-endocrine cells.** Violin plots showing the expression levels of selected genes that are regulated by nitric oxide in endocrine cells that do not demonstrate nitric oxide-dependent regulation in non-endocrine cells. Concentrations are as follows: 10 U/mL IL-1 $\beta$ , 150 U/mL IFN- $\gamma$ , 2 mM NMMA.

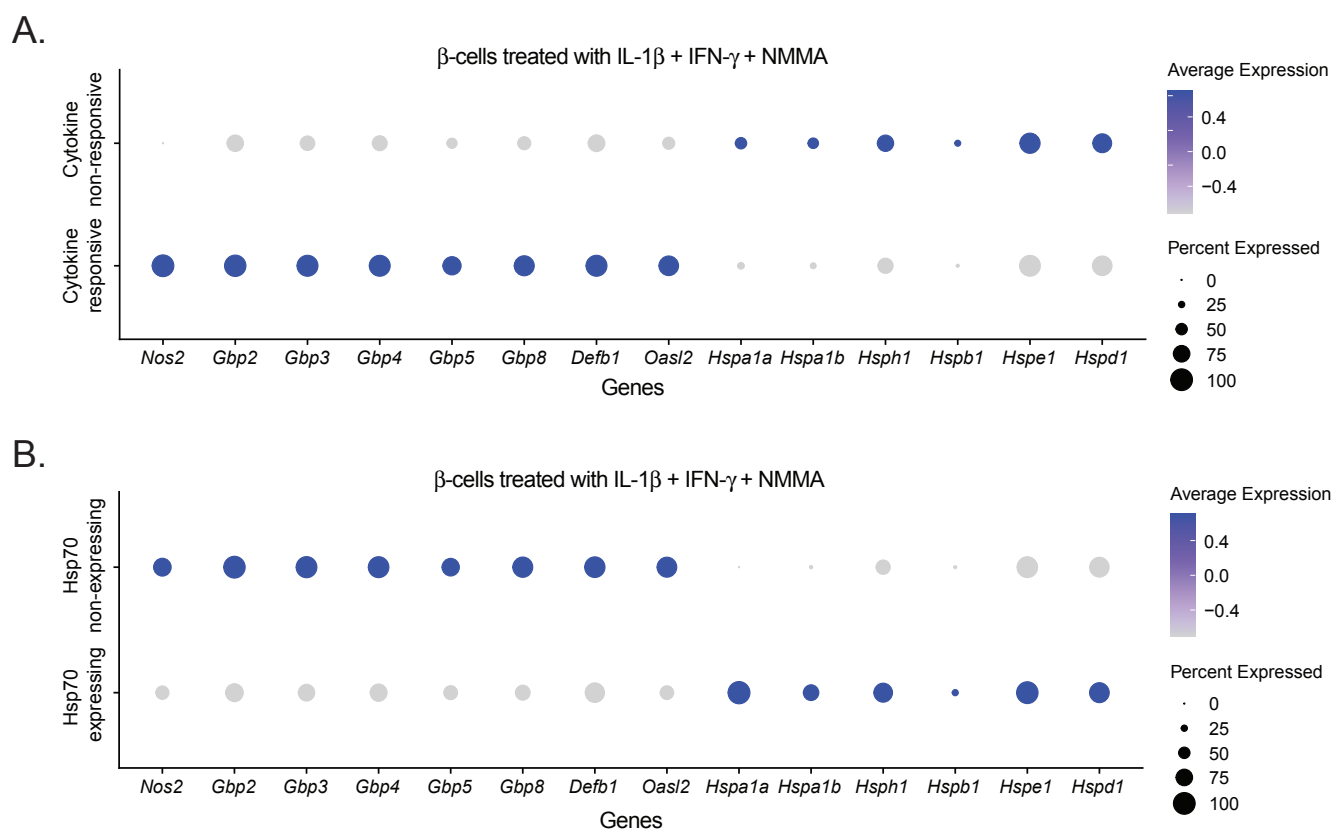

**Figure S6: Cellular stress is negatively associated with cytokine signaling. (A)** Dot plot depicting enrichment of selected genes between cytokine responsive (*Nos2*-expressing) and cytokine non-responsive (*Nos2* non-expressing) β-cells treated with IL-1β and IFN-γ + NMMA for 18 hr. **(B)** Dot plot depicting enrichment of selected genes between *Hspa1a*-expressing and *Hspa1a* non-expressing β-cells treated with IL-1β and IFN-γ + NMMA for 18 hr.

## **Stancill et al. Supplemental Tables**

Table S1: Primer sequences

Table S2: Enriched genes in each cluster shown in Fig 1B.

Table S3: Differential expression analysis of  $\beta$ -cells in response to each treatment.

Table S4: Differential expression analysis of non- $\beta$  endocrine cells in response to each treatment.

Table S5: Differential expression analysis of  $\alpha$ -cells in response to each treatment.

Table S6: Differential expression analysis of  $\delta$ -cells in response to each treatment.

How the deposited data were processed for this re-analysis (not part of the article)

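Single-cell RNA libraries were made from mouse islets in 2 replicates, each a pool of islets of 10 mice divided over 4 conditions and cultured for 18 h: untreated, 10 U/mL IL-1β with 150 U/mL IFN-γ, the same cytokines with 2 mM NMMA, and 2 mM NMMA alone. The authors deposited, for each of the 8 libraries, a matrix of raw UMI counts per gene and barcode, made from the reads with CellRanger. The headers of the matrices name different CellRanger versions for the replicates, with 31053 genes listed for replicate 1 and 32285 for replicate 2. The 30406 gene IDs listed in both were used, which hold 99.7 to 100.0% of the UMIs of a library, and 597 of them carry another symbol in the other list. The build the authors aligned to is not stated in the sources used here, and all 30406 shared IDs are in GENCODE M21 (GRCm38), which gave gene positions. Tables of the paper with p-values, percentages and fold changes per gene were read only to compare values and scales, as the authors give them.

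Barcodes were kept with at least 200 genes, at most 5500 genes (replicate 1) or 6500 (replicate 2) and at most 10% mitochondrial UMIs, as in the paper, which left 10876 of 17426. The paper regressed out cell cycle scores, used Seurat 4.0 and found 15 clusters, and these steps were not repeated here. Counts were scaled to 10000 per cell, and 2000 variable genes, 30 principal components and 20 nearest neighbours gave a graph that leidenalg 0.10.2 (igraph 0.11.9, scanpy 1.11.5) divided into 25 clusters at resolution 1. A cluster took the name of the type whose fixed markers scored highest. It stayed unnamed when its barcodes had few UMIs for their library and none of the type's markers led it, or when markers of another type led it. Re-clustered cells led by insulin also stayed unnamed. Clusters that scored for α-, δ- or PP-cell markers were clustered once more, as in the paper. Non-endocrine cells here are macrophages, endothelial and mesenchymal cells. Doublets were scored with an assumed rate of 0.8% per 1000 barcodes (200 cells, 1.84%) and removed only as an alternative. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used.

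For each class the UMI counts of its cells were summed per library, where a library with fewer than 10 cells of the class was left out. The sums were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM scaling, robust quasi-likelihood F test), and p values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. All conditions of a class share 1 fit, and the SE of a log2 change is its size over the square root of F. Gene sets were tested with camera of limma 3.58.1 (preset correlation 0.01), and with fry and an estimated correlation as alternatives. A gene counts as nitric oxide-dependent when it is higher with cytokines than untreated and higher than with cytokines and NMMA, both called. Differences between classes were tested as interactions on the 16 sums of 2 classes, and splits of β-cells by *Nos2* or *Hspa1a* on the sums of their sides, both with the library as a block. Shares of cells with a gene were counted after UMIs were thinned to a common depth that 80% of the cells of a class reach in every library, in steps of 500: 10000 for β-cells, 8000 for α-cells, 7000 for δ-cells and for non-β endocrine cells, 4500 for endothelial cells, 2500 for non-endocrine cells and 1000 for macrophages. Intervals of shares are exact Clopper-Pearson intervals at 95%, and with 0 cells the upper limit is given. For a group without UMIs a fold is given as a bound with 3 counts over the group.

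Genes reported by name are those the paper names or draws for its single-cell data, whose values in its figures and tables had been seen, the 5 largest increases and decreases of each main comparison with the same direction in both replicates, and the 5 genes with the smallest adjusted p of each difference between classes. Some genes selected this way are not reported here. The procedure was tested on simulated data of the size of each class, with 200 genes changed 2-fold in 1 data set per comparison, where genes past the low-count filter were scored. Gene sets and comparisons that share a group were simulated in 10 data sets each. The share of changes recovered is 30.3% in β-cells, 26.0% in non-β endocrine cells, 19.2% in α-cells, 1.55% in δ-cells, 6.19% in non-endocrine cells, 10.7% in macrophages, 1.59% in endothelial cells, 21.6% and 3.52% for the differences of β-cells from non-β endocrine and from non-endocrine cells, and 66.2%, 69.3% and 59.6% for the splits. The shares of single classes are for cytokines against untreated. Where the data hold many more changed genes than were simulated, the adjustment is less strict, and the shares do not carry over. The lowest library holds 26549922 UMIs and the highest 50731370.

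The libraries of a replicate come from 1 pool of islets, as the paper's methods give it. As a check of this pairing, deviations from the mean of a condition correlate between conditions of the same replicate in β-cells with r between 0.605 and 0.705 (median 0.658 over 6 pairs of conditions), and in non-β endocrine cells between 0.261 and 0.505 (median 0.395). The paper uses no term for the replicate, and neither does the first choice of model here, while a model with the replicate as a block is 1 of the alternatives. The other alternatives were DESeq2 1.42.0, scaling by total UMIs, a Bonferroni adjustment, a Wilcoxon test over cells (genes in at least 10% of cells, log2 change of at least 0.25), no filter or at least 10 counts in every library, only the 2 conditions compared, mitochondrial limits of 5% and 20%, finer clustering (resolution 2, 34 clusters), doublets removed, hormone genes left out, cells with high insulin left out, other thinning depths (a lower one, 1.5 times the depth, none), at least 2 UMIs to count a cell, and each library left out in turn. The qRT-PCR and immunofluorescence data of the paper were not analysed here.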

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

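Of the tests below, those on *Nos2* in endothelial cells and macrophages were chosen only after the result was seen.

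In β-cells 87 of 12796 genes (0.680%) lie more than 4-fold apart between the replicates in every condition, 73 of them higher in replicate 2 and 14 in replicate 1. *Rpl27* and *Rpl13a* are among them, and *Rpl27* is not called in β-cells for cytokines against untreated (edgeR, adjusted p = 0.667), but is called with the replicate as a block (2.9e-07). The replicates were counted with different gene lists. If the references are the cause, the same genes should differ the same way in other cell types. Over 35 such genes the difference in β-cells correlates with that in macrophages at r = 0.910, where the other 4768 genes give 0.305. For endothelial cells r is 0.945 over 41 genes, against 0.360 over 7028. This is in line with a difference in reference, and a difference between the mice of the 2 pools would also carry over to other cell types. So would free RNA of acinar cells, of which the libraries of replicate 1 hold 10, 17, 8 and 18 and those of replicate 2 hold 0, 1, 2 and 1. Of the 14 genes higher in replicate 1, 5 are among the 10 leading genes of the acinar cluster.

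In 2264 kept barcodes (20.8%) the cluster had few UMIs and no type was given. They are 57, 53, 63 and 107 in replicate 1 (untreated, cytokines, cytokines with NMMA, NMMA) and 811, 274, 509 and 390 in replicate 2, up to 45.1% of a library. Their median is 588 to 1258 UMIs per library, and 28.4 to 52.8% of their UMIs are insulin. *Nos2* is found in 22.6% and 8.76% of them with cytokines, in 23.8% and 28.1% with cytokines and NMMA, and in 0% elsewhere. They are in no comparison of cell types here.

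The effect of cytokines differs between β-cells and non-β endocrine cells for 245 genes, and that of nitric oxide for 142 (edgeR). If a different mix of α-, δ- and PP-cells between conditions made these differences, most should no longer differ the same way in α-cells alone. In α-cells 229 of the 232 genes that could be tested (98.7%) differ from β-cells in the same direction, and 135 of 137 (98.5%) for nitric oxide, where unchanged genes give 64.3% and 61.9%. These genes were chosen for differing and α-cells are part of the class, so this decides little. Under finer clustering 442 genes differ for nitric oxide, 104 of them among the 142. Whether the mix makes the differences stays open.

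Non-endocrine cells have 504 genes called with cytokines against untreated, macrophages 235 and endothelial cells 475 (edgeR). Free RNA of endocrine cells in other droplets cannot exceed the level of its source. Of the 380 genes called higher in non-endocrine cells, 325 (85.5%) have a higher CPM there than in β-cells and in non-β endocrine cells, in both cytokine libraries. Of the 380, 253 are also called higher in β-cells, and 124 genes are called lower in non-endocrine cells. Free RNA is an unlikely source of most of this response.

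For *Nos2* the same question was asked with raw CPM of a cell type, before TMM scaling. Endothelial cells have 69.9 and 164 with cytokines and 154 and 325 with NMMA added, where β-cells have 171 and 143, then 473 and 491. Free RNA would bring insulin along with *Nos2*. In these libraries insulin is 0.195 to 0.280% of the UMIs of endothelial cells, 0.190 to 0.618% of those of macrophages and 33.8 to 37.0% of those of β-cells. Relative to β-cells, *Nos2* lies at least 39.4 times above insulin in endothelial cells, and at least 23.9 times in macrophages with cytokines and NMMA (raw CPM 145 and 117), so free RNA is an unlikely source there. In macrophages with cytokines alone (raw CPM 23.8 and 7.85, from 11 and 3 UMIs) the smaller ratio is 3.28, which leaves the question open. At 1000 UMIs per cell, *Nos2* is found with cytokines in 3.23% and 2.94% of macrophages and 0% and 13.0% of endothelial cells. With NMMA added it is found in 19.2% and 10.5% of macrophages and 6.67% and 12.1% of endothelial cells. Fisher's exact test on these shares, with 15 to 38 cells of a type in a library, has a smallest adjusted p of 0.776. So few cells leave open whether the types differ, and raw CPM in cytokines replicate 2 is 164 in endothelial cells and 7.85 in macrophages.

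The effect of nitric oxide differs between β-cells and non-endocrine cells for 133 genes (edgeR). Free RNA would move the change in non-endocrine cells towards that in β-cells. Of the 127 genes tested in both, 30 (23.6%) change with the same sign, but genes chosen for differing tend to have opposite signs by that choice. Whether free RNA plays a part stays open. The genes lower in β-cells have a median log2 change of −1.34 there and 0.21 in non-endocrine cells.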

How the results depend on the processing

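All alternatives below were chosen with the design, and no test in this part was chosen only after the result was seen. Unless another comparison is named, numbers of called genes are for cytokines against untreated and then for cytokines against cytokines with NMMA.

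With the replicate as a block, the numbers of called genes rise for cytokines against cytokines with NMMA to 5151 in β-cells, 1901 in non-β endocrine cells, 1243 in α-cells and 518 in δ-cells. For cytokines with NMMA against untreated they are 5170 in β-cells and 1870 in non-β endocrine cells, and for NMMA against untreated 399 and 1. Non-endocrine cells have 817 for cytokines against untreated, macrophages 459 and 66, and endothelial cells 775 and 15. Nitric oxide-dependent genes become 2077 in β-cells and 758 in non-β endocrine cells. Among changes of single genes, 352 keep their call under the block, 77 become stronger and 3 weaker, and no direction turns.

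DESeq2 calls 7 genes for NMMA against untreated in β-cells. Its calls in non-β endocrine cells are 1213 and 529, and 638 for cytokines with NMMA against untreated. It calls 1115 and 371 in α-cells, 235 and 88 in δ-cells, 149 and 1 in macrophages and 302 and 3 in endothelial cells. Nitric oxide-dependent genes of non-β endocrine cells are 246. Differences between classes are 125 (cytokines) and 76 (nitric oxide, β-cells against non-endocrine cells), and splits by *Nos2* give 77 and 99 genes and by *Hspa1a* 183. Among single genes 529 calls stay, 27 become stronger and 55 weaker.

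With a Bonferroni adjustment β-cells have 410 and 28 genes and 259 for cytokines with NMMA against untreated, and non-β endocrine cells 230, 46 and 216. There are 257 and 51 in α-cells, 133 and 52 in δ-cells, and for cytokines against untreated 88 in non-endocrine cells, 54 in macrophages and 131 in endothelial cells. Nitric oxide-dependent genes are 4 and 18 in the 2 endocrine classes. Differences between classes are 27 for cytokines and 20 and 37 for nitric oxide. It keeps 228 calls of single genes and weakens 204. The Wilcoxon test over cells gives 1275 and 583 genes in β-cells, 855 for cytokines with NMMA and 129 for NMMA against untreated. For non-β endocrine cells it gives 958 for cytokines, 713 for cytokines with NMMA and 38 for NMMA, each against untreated. Its nitric oxide-dependent genes are 190 and 118. A minimum log2 change of 0.25 changes none of 432 calls.

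Total-count scaling gives 1493 genes for cytokines against cytokines with NMMA in non-β endocrine cells and 6 in macrophages, 3445 and 1647 in α-cells, and 315 and 130 nitric oxide-dependent genes in β-cells and non-β endocrine cells. It keeps 383 calls of single genes, strengthens 23 and weakens 26. Under this scaling the median log2 change of all genes in α-cells is −0.60 for cytokines against untreated and −0.52 for cytokines against cytokines with NMMA. Without a filter for low counts there are 117 genes for NMMA against untreated in β-cells and 3 in non-β endocrine cells, and for cytokines against cytokines with NMMA 1547 in non-β endocrine cells, 469 in δ-cells and 20 in endothelial cells. Non-endocrine cells have 959 and 25, macrophages 406 and 65, and differences between classes are 467, 325 and 206. With at least 10 counts in every library there are 671 genes for cytokines with NMMA against untreated in non-β endocrine cells. For cytokines against untreated there are 1461 in α-cells, 229 in δ-cells, 312 in non-endocrine cells, 118 in macrophages and 239 in endothelial cells. Against cytokines with NMMA there are 135 in δ-cells and 0 in macrophages. With only the 2 conditions in the fit, cytokines against cytokines with NMMA gives 1480 genes in β-cells, 483 in non-β endocrine cells and 437 in δ-cells, and 219 nitric oxide-dependent genes in non-β endocrine cells. Leaving out hormone genes keeps 404 calls with 5 stronger and 1 weaker, and leaving out cells with high insulin keeps 191 with 9 stronger and 2 weaker.

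For gene sets, an estimated correlation calls none of the 15 sets that the preset correlation calls. In β-cells against untreated the mean log2 changes with their adjusted p (camera of limma) are 0.68 (0.0781) for ribosomal proteins, 1.89 (0.174) for stress response, 0.60 (0.0947) for translation, 4.37 (0.0781) for antiviral genes, 8.07 (0.0781) for guanylate binding proteins and −2.26 (0.0781) for β-cell identity. Against cytokines with NMMA they are 0.54 (0.074), 1.09 (0.185) and 0.22 (0.185) for ribosomal proteins, stress response and translation. Among non-β endocrine cells, ribosomal proteins have 0.93 (0.189) and 0.93 (0.127), stress response 2.25 (0.0975) and 1.44 (0.126), and guanylate binding proteins 7.67 (0.0717). The stress response set of non-endocrine cells against cytokines with NMMA has 0.44 (0.134) with the estimated correlation and 0.104 with fry. Its mean is 0.0517 (0.846) with doublets removed, 0.24 (0.125) with a mitochondrial limit of 5% and 0.171 to 0.574 without 1 library. With fry (limma) the pro-apoptotic set of β-cells is called at 0.46 (0.00152).

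A mitochondrial limit of 5% leaves 1 gene for cytokines against cytokines with NMMA in non-endocrine cells, and macrophages are then 3.85% of kept cells. A limit of 20% gives 2 genes in α-cells and 61 in δ-cells, and finer clustering 60 in δ-cells, for the same comparison. Finer clustering gives 442 genes for the difference in nitric oxide effect between β-cells and non-β endocrine cells, and removal of doublets 230 between β-cells and non-endocrine cells. Cytokines with NMMA has 157 and 125 non-β endocrine cells in replicates 1 and 2, then 84 and 40 under the limit of 20% and 69 and 38 with finer clustering. Its α-cells in replicate 1 go from 93 to 11 and 9, and to 6 under the limit of 5%. Some genes of non-β endocrine cells turn against cytokines with NMMA under the limit of 20% or finer clustering (edgeR). The fall in α-cells shows that the mix of types changes with these settings, but whether it turns the genes was not tested. *Irx2* goes from −0.88 to 1.05 (adjusted p = 0.0241) and 0.77 (adjusted p = 0.0861) and *Cxcl2* from −0.76 to 2.47 (adjusted p = 0.00976) and 1.69 (adjusted p = 0.0379). *Hk1* goes from −0.52 to 1.77 (adjusted p = 0.028) under the limit, and *Il1r1* from −0.99 to 0.0381 (adjusted p = 0.933) with finer clustering.

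Shares of cells with *Nos2* follow the depth. With cytokines and then with NMMA added, β-cells have 35.4% and 54.2% at a lower thinning depth of 5000 UMIs, 51.6% and 69.3% at 15000, 56.7% and 71.2% without thinning, and 30.8% and 49.97% when 2 UMIs are required. With cytokines they have 43.9% with doublets removed and 43.9% with a mitochondrial limit of 5%. Non-endocrine cells have 7.96% and 13.8% at 1250 UMIs, 13.2% and 30.4% at 3750, 17.5% and 48.3% without thinning, 2.83% and 7.96% with 2 UMIs required, and 7.198% and 25.4% with a limit of 5%. A limit of 20% gives 24.4% with NMMA added. Non-β endocrine cells have 13.2% and 36.8% at 3500 UMIs. With NMMA added they have 54.0% at 10500, 57.9% without thinning, 33.7% with 2 UMIs, 58.2% with a limit of 20% and 65.7% with finer clustering. The shares of δ-cells with NMMA added are 50.3% at 3500, 78.7% without thinning, 45.8% with 2 UMIs, 63.7% with the limit of 20% and 60.4% with finer clustering. The splits of β-cells by *Nos2* give 111 and 201 genes at the lower depth and 1219 and 1052 without thinning. Hormone genes of other cells turn in them: with cytokines *Sst* goes from −0.40 to 0.0274 at the lower depth and *Ppy* from −0.98 to 0.0667 without thinning. With NMMA added *Sst* goes from −0.00518 to 0.93 and 1.33 in these settings, and in the split by *Hspa1a* *Ppy* goes from −0.48 to 0.90 at the lower depth.

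When 1 library is left out at a time, the numbers of genes in β-cells range over 3570 to 5624, 549 to 2118, 1239 to 2862 for cytokines with NMMA against untreated and 0 to 1 for NMMA against untreated. For non-β endocrine cells the ranges are 1087 to 1940, 238 to 942, 610 to 1353 and 0 to 2 in the same order. They are 1201 to 2142 in α-cells for cytokines against untreated, 146 to 273 in δ-cells against cytokines with NMMA, 230 to 572 and 0 to 1 in non-endocrine cells, 124 to 281 and 1 to 16 in macrophages and 278 to 491 and 0 to 21 in endothelial cells. Nitric oxide-dependent genes range over 160 to 793 and 85 to 460, and differences between classes over 92 to 449 for cytokines and 50 to 270 and 69 to 323 for nitric oxide. Per replicate, *Sst* differs by 0.501 (replicate 1) and −1.03 (replicate 2) between β-cells with and without *Nos2* with cytokines. In the split by *Hspa1a* with NMMA added, *Mafa* differs by −0.111 and 1.10 and *Sst* by −0.153 and 1.87.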

Differences from the paper's values

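No test in this part was chosen only after the result was seen, and the alternatives named were set before the data were examined. The paper's test took cells as replicates, with a Wilcoxon test, while sums per library were compared here with edgeR.

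The paper's number of α-cells is 854, against 524 here, and none of the 4 alternatives brings it within the range used for a difference (1.5-fold). The groups are not alike. The paper's are clusters of its first clustering, from which PP-cells could not be separated. Those here come after re-clustering, with 106 PP-cells, 371 cells in which insulin leads and a mixed cluster of 99 cells counted apart. After the paper's own re-clustering its non-β endocrine cells number 1069, against 1056 here. The paper's shares of cells are 10% for α-cells and 6% for δ-cells. Here they are 4.82% and 3.01% of the kept barcodes and 6.39% and 3.98% of those with a cell type or counted as non-β endocrine cells. The paper's 854 α-cells at 10% imply fewer cells than it kept, so the second base is the nearer one. Alternatives were computed only for the share of kept barcodes, and none of 4 is within the range.

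In β-cells the paper's number of genes changed by cytokines is 1272, against 5816 here, with the paper's 773 increased and 499 decreased against 2984 and 2832. For all 3 only the Wilcoxon test of 14 alternatives is within the range, and no fit without 1 library is. In non-β endocrine cells the paper's numbers are 881 changed, 341 increased and 540 decreased, against 2113, 1252 and 861 here. Of 15 alternatives, DESeq2 and the Wilcoxon test are within the range for changed genes, as is 1 of 8 fits without 1 library (untreated replicate 1). Only the Wilcoxon test is within it for increased genes. For decreased genes the Wilcoxon test, at least 10 counts in every library, only the 2 conditions and a mitochondrial limit of 5% are within it, with all 8 fits without 1 library. All other alternatives still differ. The paper's number of genes increased in both classes is 292, against 1082 here, and only the Wilcoxon test is within the range.

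The paper's share of ribosomal protein genes among increased genes is 10% in β-cells and 20% in non-β endocrine cells, against 2.28% and 4.79% here. Only the Wilcoxon test is within the range.

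The paper's number of nitric oxide-dependent genes is 179 in β-cells, 108 in non-β endocrine cells and 56 in both, against 928, 378 and 230 here. The Wilcoxon test is within the range for all 3, and scaling by total UMIs for non-β endocrine cells and for both. Of the 8 fits without 1 library, 3, 2 and 2 are within it, and the other alternatives differ.

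The paper's share of cells with *Ifngr2* after cytokines is 48% of β-cells with *Nos2* and 32% of those without, against 24.9% and 18.0% here in cells thinned to 10000 UMIs. Without thinning, the only alternative computed for this value, both are within the range.

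Some directions or calls also differ. The paper has no increase of pro-apoptotic genes in β-cells, where edgeR calls 5 of 8 higher and 2 lower, while the set is not called (camera of limma, adjusted p = 0.229). The paper lists heat shock genes as increased in β-cells, where edgeR does not call *Hspa1a* (adjusted p = 0.116) or *Hspa1b* (adjusted p = 0.258). DESeq2 calls *Hspa1a*, and the replicate as a block calls both. The paper's nitric oxide-dependent genes of β-cells include *Hmox1* and *Dnajb1*, which edgeR does not call against cytokines with NMMA (adjusted p = 0.261 and 0.178). Among genes of non-β endocrine cells, edgeR does not call *Gbp6* for cytokines against untreated (adjusted p = 0.0504), nor the rise of *Nos2* with NMMA (adjusted p = 0.337), which the paper describes. The paper gives *Ifngr2* as increased in β-cells with *Nos2*, where the split with cytokines has 0.36 (edgeR, adjusted p = 0.238). With cytokines, *Hspa1a* is found in 52.6% and 55.3% of thinned β-cells with *Nos2* (replicates 1 and 2) and 34.9% and 46.6% of those without, the reverse of the order in the summed counts and in the paper. The paper has no increase of disallowed genes in β-cells, where *Slc16a1* is higher, at 2.57 (SE 0.60, edgeR, adjusted p = 0.00748). The paper describes clusters populated about equally by both replicates, where several clusters of β-cells here are not, as in the largest, with 773 untreated cells of replicate 1 and 3 of replicate 2. No correction between replicates was applied here. Clusters of replicate 2 are led in part by genes more than 4-fold apart between the replicates, which were counted with different gene lists. The split thus need not be a difference in the cells.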

Other observations

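Of the tests below, those on *Hspa1a* without its cluster and on immediate early genes were chosen only after the result was seen.

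*Fos* and *Egr1* are lower in β-cells with cytokines than with cytokines and NMMA. A fall of immediate early genes as a class would lower nearly all of them. Of 30 listed genes 26 could be tested in β-cells, 11 of them higher and 15 lower, with a median log2 change of −0.20. The median is 0.11 in non-endocrine cells and 0.35 in non-β endocrine cells. Of the tested genes edgeR calls 2 higher and 8 lower in β-cells, and 8 higher and 4 lower in non-β endocrine cells. The test leaves open whether these genes fall as a class.

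Summed *Hspa1a* is higher in β-cells without *Nos2*. If a small cluster of heat shock cells with little *Nos2* makes this difference, it should vanish or turn without that cluster. The log2 difference between cells with and without *Nos2* then is 0.76 with cytokines and 0.32 with cytokines and NMMA. *Hspa1a* leads the genes that mark this cluster, and few of its cells have *Nos2*, so leaving it out nearly fixes the outcome for *Hspa1a*. Some other heat shock genes stay lower in cells with *Nos2*, with cytokines *Hspb1* (−1.02), *Hsph1* (−0.57), *Hspd1* (−0.39), *Hspe1* (−0.34) and *Hsp90aa1* (−0.16), and with cytokines and NMMA *Hsph1* (−1.30), *Dnajb1* (−0.66), *Hsp90aa1* (−0.60) and *Hspe1* (−0.44). With cytokines and NMMA *Hspb1* (−1.82) and *Hspd1* (−0.42) are no longer called (edgeR). *Hspa1b* (0.72 and 0.24), *Hspa8* (0.34 and 0.12) and, with cytokines, *Dnajb1* (0.20) do not stay lower. The source of the difference stays open.

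Cells with *Nos2* could differ from the others in depth alone. With all β-cells thinned to the same number of UMIs, the smallest log2 difference of *Icam1*, *Gbp5* and *Sod2* over both conditions is 0.85, so depth is an unlikely cause.

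If nitric oxide changed genes by their length, the change should fall with length. Over genes, the rank correlation of gene length with the log2 change between cytokines and cytokines with NMMA is 0.00316 in β-cells (0.0407 and −0.0504 in replicates 1 and 2, and −0.00669 given the level of the genes), so a trend with length is an unlikely cause there. In non-β endocrine cells it is 0.111, and genes called lower have a median length of 12544 bases, against 18370 for those called higher and 25263 for the others. A rise with length is the reverse of the expected fall. For NMMA alone against untreated the correlation is 0.155 in non-β endocrine cells and 0.136 in β-cells. Whether length plays a part in non-β endocrine cells stays open. Lists of other genes with the lengths of the ribosomal protein genes have a median log2 change of −0.10 in β-cells (−0.44 to 0.20 over 10000 draws), against 0.56 for the 82 ribosomal genes, and 0 draws are as high. The rise of ribosomal genes in β-cells is unlikely to come from length.

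Across 10805 genes the log2 changes in β-cells and non-β endocrine cells correlate with r = 0.796 for cytokines against untreated and 0.553 for cytokines against cytokines with NMMA, with the same sign for 77.3% and 70.8%. Both comparisons of a class share the same libraries with cytokines. In simulated data where 1 or both of the changes are absent for every gene, 0 to 1 genes are called higher in both. That outcome was nearly fixed, so the effect of the shared libraries stays unmeasured.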
